# The Effects of Pertuzumab and Its Combination with Trastuzumab on HER2 Homodimerization and Phosphorylation

**DOI:** 10.3390/cancers11030375

**Published:** 2019-03-16

**Authors:** Babak Nami, Hamid Maadi, Zhixiang Wang

**Keywords:** pertuzumab, trastuzumab, breast cancer, HER2, homodimer, phosphorylation

## Abstract

Pertuzumab (Perjeta) is an anti-HER2 monoclonal antibody that is used for treatment of HER2-positive breast cancers in combination with trastuzumab (Herceptin) and docetaxel and showed promising clinical outcomes. Pertuzumab is suggested to block heterodimerization of HER2 with EGFR and HER3 that abolishes canonical function of HER2. However, evidence on the exact mode of action of pertuzumab in homodimerization of HER2 are limited. In this study, we investigated the effect of pertuzumab and its combination with trastuzumab on HER2 homodimerization, phosphorylation and whole gene expression profile in Chinese hamster ovary (CHO) cells stably overexpressing human HER2 (CHO-K6). CHO-K6 cells were treated with pertuzumab, trastuzumab, and their combination, and then HER2 homodimerization and phosphorylation at seven pY sites were investigated. The effects of the monoclonal antibodies on whole gene expression and the expression of cell cycle stages, apoptosis, autophagy, and necrosis were studied by cDNA microarray. Results showed that pertuzumab had no significant effect on HER2 homodimerization, however, trastuzumab increased HER2 homodimerization. Interestingly, pertuzumab increased HER2 phosphorylation at Y1127, Y1139, and Y1196 residues, while trastuzumab increased HER2 phosphorylation at Y1196. More surprisingly, combination of pertuzumab and trastuzumab blocked the phosphorylation of Y1005 and Y1127 of HER2. Our results also showed that pertuzumab, but not trastuzumab, abrogated the effect of HER2 overexpression on cell cycle in particular G1/S transition, G2/M transition, and M phase, whereas trastuzumab abolished the inhibitory effect of HER2 on apoptosis. Our findings confirm that pertuzumab is unable to inhibit HER2 homodimerization but induces HER2 phosphorylation at some pY sites that abolishes HER2 effects on cell cycle progress. These data suggest that the clinical effects of pertuzumab may mostly through the inhibition of HER2 heterodimers, rather than HER2 homodimers and that pertuzumab binding to HER2 may inhibit non-canonical HER2 activation and function in non-HER-mediated and dimerization-independent pathway(s).

## 1. Introduction

HER2 (ErbB2/Neu) is a 185 kDa transmembrane receptor belongs to the tyrosine kinase epidermal growth factor receptor family including other receptors EGFR (HER1/ErbB1), HER3 (ErbB3) and HER4 (ErbB4) [1,2,3] Dimerization of HER receptors leads to activation of their intracellular tyrosine kinase domains leading to the phosphorylation of both receptors [3]. Phosphorylated HER receptor dimers initiate multiple signaling pathways including PI3K/AKT, PLC-ɣ and MAPK signaling pathways, which promotes cell growth, division, and motility [3]. Activation of HER2 tyrosine kinase domain takes place after homodimerization and heterodimerization with either EGFR, HER3, or HER4. HER2 is encoded by the *ERBB2* gene which is known as an oncogene and amplification causes overexpression of HER2 receptor in the cells. Overexpression of HER2 mostly due to gene amplification is a common oncogenic phenomenon in many cancer types and is associated with poor clinical outcome [4]. HER2 is overexpressed more than 10 times in tumor cells than that in normal cells in 15–30% of all breast cancers [2,5,6,7], 2–66% of all ovarian cancers [8,9], and 4–35% of all lung adenocarcinoma [10,11]. The cancers with HER2 overexpression are known as “HER2-positive cancers”. Compared to other subtypes, HER2-positive cancers grow faster due to more HER2 signaling but are vulnerable to anti-HER2 targeting therapies including pertuzumab and trastuzumab.

Pertuzumab (originally known as 2C4 and commercially known as Perjeta^®^, Hoffmann-La Roche, Basel, Switzerland), is a fully humanized recombinant anti-HER2 monoclonal antibody. Pertuzumab is approved by FDA to be used as neoadjuvant in combination with trastuzumab (Herceptin^®^, Hoffmann-La Roche, Basel, Switzerland), another anti-HER2 monoclonal antibody, and docetaxel for the treatment of early stage and metastatic HER2-positive breast cancer [12,13,14]. Adding pertuzumab to trastuzumab and docetaxel has produced better outcome than treatment with trastuzumab and docetaxel alone, including significant improvement in progression-free and overall survival rates [15,16,17]. Binding pertuzumab to HER2 of HER2-positive tumor cells coats the tumor cells by Fc domain of the antibody that are immunogenic ligands for Fc receptor of cytotoxic immune cells. This mechanism provokes the immune cells to attack and destroy the tumor cells by releasing cytotoxic enzymes and apoptosis induction the process called antibody-dependent cellular cytotoxicity (ADCC) [18,19,20,21]. In addition to induction ADCC, pertuzumab also showed to inhibit HER2-positive cancer cell proliferation in the absence of immune cells, implicating the anti-cancer effects of the pertuzumab through alteration of HER2-mediated signaling pathways [22,23,24]. Pertuzumab binds to the dimerization pocket in the domain II of the extracellular part of HER2 that is believed to inhibit HER2/EGFR [25] and HER2/HER3 heterodimerizations [26,27,28,29]. Since the heterodimerization between HER2 and EGFR/HER3 is induced by ligand-binding, pertuzumab is believed to blocks ligand-dependent activation of HER2 and downstream signaling [25,28,29,30].

Given the better outcome of pertuzumab treatment in combination with trastuzumab, there seems to be a synergism between the two therapeutics [31]. Trastuzumab binds to extracellular domain IV close to the transmembrane region of HER2 [12,32]. Trastuzumab is reported to block the homodimerization of HER2, and to inhibit ligand-independent HER2-mediated signaling as HER2 is an orphan receptor, but could homodimerize when overexpressed [31,33,34]. However, we previously showed that trastuzumab does not inhibit HER2 homodimerization, phosphorylation and downstream signaling [35]. So far evidences on exact mode of action of pertuzumab, particularly its role in blocking HER2 homodimerization, HER2-mediated cell cycle progression and cell death still remains controversial. In present study we investigated the effects of pertuzumab and its combination with trastuzumab on homodimerization and tyrosine phosphorylation of HER2 as well as on the gene expression in HER2 overexpressing cell line model.

## 2. Results

### 2.1. Specific Binding of Pertuzumab to HER2

In this study we used Chinese hamster ovary (CHO) cells stably expressing human HER2 (HER2-K6 [35,36]) as HER2 overexpressing cell model. The expression level of HER2 in CHO-K6 cells was detected significantly higher than that of breast cancer cell lines including SKBR-3, BT-474, MCF-7, and MDA-MB-231, as well as another clone of HER2-overexpressing CHO cell line HER2-K13 cells [35,36] (Figure 1A). To examine binding of pertuzumab to HER receptors, we treated CHO cells stably overexpressing EGFR (CHO-EGFR), HER2 (CHO-K6) and HER3 (CHO-HER3) with 10 µg/mL pertuzumab for 60 min. As shown in Figure 1B, pertuzumab specifically bound to HER2 in cell membrane, but not to EGFR and HER3. Dose-response experiments (0.1, 0.5, 1, 5, and 10 µg/mL for 60 min) indicated that pertuzumab strongly bound to HER2 even at a low concentration of 0.1 µg/mL (Figure 1C). Moreover, time-course (10 µg/mL for 5, 15, 30, and 60 min) treatment of CHO-K6 cell showed that 5 min incubation is enough to result strong binding between pertuzumab and HER2 (Figure 1D). Together, these results confirm that pertuzumab specifically binds to HER2 receptor with high affinity.

### 2.2. The Effects of the Pertuzumab on the HER2 Homodimerization

We next examined the effects of pertuzumab, trastuzumab and their combination on the homodimerization of HER2. We previously showed the specific binding of trastuzumab to HER2 [35]. For dose-response experiments, the CHO-K6 cells were treated with 0.1, 1, and 10 µg/mL pertuzumab, trastuzumab, or their combination for 60 min. For time-course treatment the cells were treated with 10 µg/mL pertuzumab for 15, 30, 60, and 60 min. Ten µg/mL human IgG and 20 µM HER2 tyrosine kinase inhibitor agent CP-724714 were used as mock and positive controls respectively. HER2 monomer and homodimer was assessed by BS^3^-based protein cross-linking assay. As result, the mean ratio of quantified HER2 homodimer to HER2 monomer in the cell treated with CP-724714 was under 1, significantly lower than that of the cells treated with IgG in the dose-response experiments (Figure 2A) and the time-course experiments (Figure 2B). This indicates higher level of monomer HER2 than homodimer HER2, confirming that CP-724714 significantly inhibited HER2 homodimerization. In contrast, there was no significant difference between HER2 dimer/monomer ratio of IgG treated cells and that of the cells treated with single-agent pertuzumab in both dose- and time-course treatment experiments. While, the cells treated with trastuzumab as well as those treated with combination of pertuzumab and trastuzumab showed higher HER2 dimer/monomer ratios compared to IgG treated cells (Figure 2A). These results implicate that pertuzumab had no considerable effect on HER2 homodimerization. However, trastuzumab increased HER2 homodimerization, which is consistent with our previous observation [35].

### 2.3. The Effects of the Pertuzumab on the HER2 Phosphorylation

We have shown previously that HER2 is strongly phosphorylated in CHO-K6 cells [35]. Here, to examine whether pertuzumab inhibits HER2 phosphorylation, we investigated the phosphorylation of seven pY sites on HER2 C-terminal including Y1005, Y1112, Y1127, Y1139, Y1196, Y1221/1222, and Y1248. CHO-K6 cells were treated with pertuzumab at final concentrations of 0.1, 1 and 10 µg/mL, 10 µg/mL trastuzumab, and a combination of 10 µg/mL pertuzumab and trastuzumab for 60 min, and then the levels of total HER2 and the phosphorylated HER2 were analyzed by Western blotting. A final concentration of 10 µg/mL human IgG and 20 µM CP-724714 were used as mock and positive controls, respectively. 

As shown in Figure 3A, none of treatments showed change in the protein expression levels of total HER2. However, CP-724714 dramatically reduced the phosphorylation of HER2 at all the pY sites (Figure 3). Surprisingly, the cells treated with 10 µg/mL pertuzumab showed an increased level of HER2 phosphorylation at Y1127 (Figure 3C), Y1139 (Figure 3D) and Y1196 (Figure 3E), but not at other pY sites. On the other hand, treatment with 10 µg/mL trastuzumab only increased HER2 phosphorylation at pY1196 (Figure 3E), but not at any other pY sites. More interestingly, the treatment with combined pertuzumab and trastuzumab reduced the phosphorylation of HER2 at pY1005 (Figure 3B) and pY1127 (Figure 3C). 

The effects of pertuzumab on the phosphorylation of HER2 were further examined by immunofluorescence staining. CHO-K6 cell were treated with 0.1, 1, and 10 µg/mL pertuzumab for 60 min. The phosphorylation of HER2 at Y1005, Y1112, Y1122, Y1139, Y1196, and Y1248 was examined by immunofluorescence staining with specific antibodies as indicated. As shown in Figure 4, CP-724714 treatment dramatically decreased HER2 phosphorylation at all the pY sites. Similar to the Western blotting results, pertuzumab increased HER2 phosphorylation at pY1127 (Figure 4C), pY1139 (Figure 4D) and pY1196 (Figure 4E) compared to IgG treated cells. Pertuzumab had no significant effects on HER2 phosphorylation at other pY sites (Figure 4). Taken together, pertuzumab did not inhibit HER2 phosphorylation, but induced phosphorylation of HER2 at Y1127, Y1139, and Y1196 residues.

### 2.4. The Effect of Pertuzumab on Gene Expression Profile of HER2 Overexpression Cells

To investigate the effect of pertuzumab on gene expression profile of HER2 overexpressing cells, we treated CHO-K6 and parental CHO (CHO-K1) cells with 10 µg/mL pertuzumab, or 10 µg/mL trastuzumab for 24 h and then examined the whole transcriptome by microarray analyzing 30,934 unique cDNA. 

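RNA of CHO-K1, the parental Chinese hamster ovary line, and of CHO-K6, the line made from it that expresses human HER2, was measured on 6 Affymetrix CHO Gene ST arrays, with 1 array for each of 6 conditions. The arrays are untreated CHO-K1, CHO-K1 treated with trastuzumab + pertuzumab, untreated CHO-K6, and CHO-K6 treated with trastuzumab, with pertuzumab or with trastuzumab + pertuzumab, at 10 µg/mL for 24 h. No array of CHO-K1 with a single antibody was analysed here. Every array is named here by its deposited label. The values are log2 signals of 29700 transcripts, normalized by the authors with a method that the paper's text does not name. The median log2 signal was 5.89 to 5.91 per array, and 48.8% to 49.0% of transcripts had a log2 signal of 6 or more. Exactly 1 gene symbol stood with 16481 transcripts, which cover 14899 genes, and 12426 transcripts had none. A transcript counts as changed at a difference of 2-fold or more between 2 arrays. Each of 33 gene lists was set beside 10000 random lists of equal size and similar signal, and a list is said to have risen or fallen where its median lies outside the central 95% of those. With 1 array per condition no difference can be tested against a spread between replicates, and these counts and percentiles describe the arrays only. The CHO-K1 reference given beside single genes is the 95th percentile of the absolute difference between the 2 CHO-K1 arrays over transcripts of similar signal, and it is not a replicate error because 1 of these arrays was treated.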

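In untreated CHO-K6 cells, 436 transcripts were higher and 187 were lower than in untreated CHO-K1 cells at the 2-fold threshold, 623 in all or 2.10%. The largest rises among transcripts with 1 gene symbol and a log2 signal of 6 or more were Arsg, a lysosomal sulfatase (log2 difference 4.04), the matrix protein gene Ecm1 (3.87), the methyltransferase gene Mettl22 (3.79), the mitochondrial carrier gene Slc25a36 (3.56) and Nedd9, a scaffold protein of focal adhesions (3.33). The adhesion receptor gene Vcam1 had a difference of 2.85, the alcohol dehydrogenase gene Adh7 of 2.94 and Cmah, an enzyme of sialic acid modification, of 2.78. The largest falls were Crip1, a LIM domain protein (−4.47), the aminopeptidase gene Xpnpep2 (−3.36), Camsap3, which binds microtubule minus ends (−3.27), and Cdsn and the matrix protein gene Postn (−2.65 each). The 3 transcripts of Slc25a36 had differences of 1.54 to 3.56. In this group of named and brighter transcripts, 265 of 10305 had changed, 174 higher and 91 lower. No gene symbol stood with 311 of the 623 changed transcripts. The arrays hold 1 line that expresses human HER2.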

Results showed a minimum of two-fold changes in the levels of totally 606 (1.96%) transcripts between CHO-K6 and CHO-K1 cells. 

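The transcripts of the EGFR ligands epiregulin (Ereg) and amphiregulin (Areg) rose by 2.45 and 1.98 on the log2 scale in untreated CHO-K6 against untreated CHO-K1. The array's Erbb2 signal was 8.50 in CHO-K1 and 9.01 in CHO-K6, a difference of 0.51 beside a CHO-K1 reference of 0.39. The array is made for CHO genes, and how far this signal reflects the human HER2 transcript was not tested. The list of receptor family and ligands, with 9 of 15 genes measured, rose as a whole, with a median difference of 0.23 at the 98.6th percentile of random lists, and of 0.51 over its members with a log2 signal of 6 or more. The targets of TGF-beta fell together, with a median of −0.465 over 18 measured genes, 13 of them below 0, among them Ccn2 (−1.77), Tagln (−1.20) and Id1 (−0.97). The genes of glycolysis and hypoxia fell with a median of −0.295 over 24 genes, 19 of them below 0, including hexokinase 2 (Hk2, −0.99) and Bhlhe40 (−0.90). The ERK response genes fell with a median of −0.23 over 26 genes, including the immediate early gene Egr1 (−1.08) and the phosphatase gene Dusp1 (−0.89). Between the trastuzumab + pertuzumab arrays of the lines, the medians of receptor family, TGF-beta and ERK lists were 0.37, −0.305 and −0.145. Of the 623 changed transcripts, 564 had all 4 CHO-K6 arrays on the same side of both CHO-K1 arrays, 395 of them higher and 169 lower. Of all 29700 transcripts, 4715 lay apart in this way higher and 6254 lower, where random orderings of 6 arrays would give 6.67% in each direction, and the 623 were chosen on 2 of the same arrays. Between the trastuzumab + pertuzumab arrays of the lines, which played no part in choosing the 623, 433 of them also differed 2-fold or more in the same direction.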

Of the 606 transcripts, 427 (1.38%) and 179 (0.58%) transcripts were respectively upregulated and downregulated in the CHO-K6 cells compared to the CHO-K1 cells (Figure 5A). 

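In CHO-K6 cells treated with pertuzumab, 19 transcripts were higher and 157 were lower than in untreated CHO-K6 cells, 176 in all. With a log2 signal of 6 or more, 12 transcripts of characterized genes fell and none rose. They include Cd46, a regulator of complement (−1.51), the zinc finger gene Zfp62 (−1.36), Taf1d, which serves RNA polymerase I (−1.21), the U1 snRNP component Prpf39 (−1.12), the splicing kinase gene Clk1 (−1.07) and the RING finger gene Mdm4 (−1.07). The others were Naa16 (−1.08), Zcchc7 (−1.07), Plekhn1 (−1.05), Mphosph6 (−1.02), and Plcxd3 and Spopl at the 2-fold threshold. Other transcripts of Cd46 and Clk1 differed by as little as −0.70, and those of Plekhn1 by −0.78, Spopl by −0.64, Naa16 by −0.62, Zfp62 by −0.58, Zcchc7 by −0.53 and Plcxd3 by −0.09. The RNA splicing list fell, with 19 of 23 measured genes below 0 and a median of −0.24, lower than every random list, with Srsf10 at −0.53 and Srsf5 at −0.38 but Snrpb at 0.43. The lists of ERK response (median 0.19, with Klf10 at 0.69 and Dusp1 at 0.52), TGF-beta response (0.205, with Smad6 at 0.57 and Id3 at 0.47) and interferon response (0.195, with Tap1 at 0.52 and Ifi35 at 0.45) rose. Between the CHO-K1 arrays, treated with trastuzumab + pertuzumab and untreated, the medians of these 4 lists were −0.07, 0.09, 0.105 and 0.11 in the same order. Against the mean of the other antibody-treated CHO-K6 arrays they were −0.125, 0.0925, 0.125 and 0.09. Of the 157 lower transcripts, 131 (83.4%) were also lower in the treated than in the untreated CHO-K1 array, where 45.5% of all transcripts were lower, and their median there was −0.50. Their median was 0.03 in CHO-K6 treated with trastuzumab and −0.17 with trastuzumab + pertuzumab. Across 14499 transcripts with a mean log2 signal of 6 or more, which are not independent replicates, the pertuzumab difference in CHO-K6 and the difference between the CHO-K1 arrays had a Pearson's r of 0.633, against 0.323 across all transcripts. Of the 176 changed transcripts, 145 had no gene symbol, and in the larger series matrix table 101 were higher and 282 lower.

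**Figure D1:**
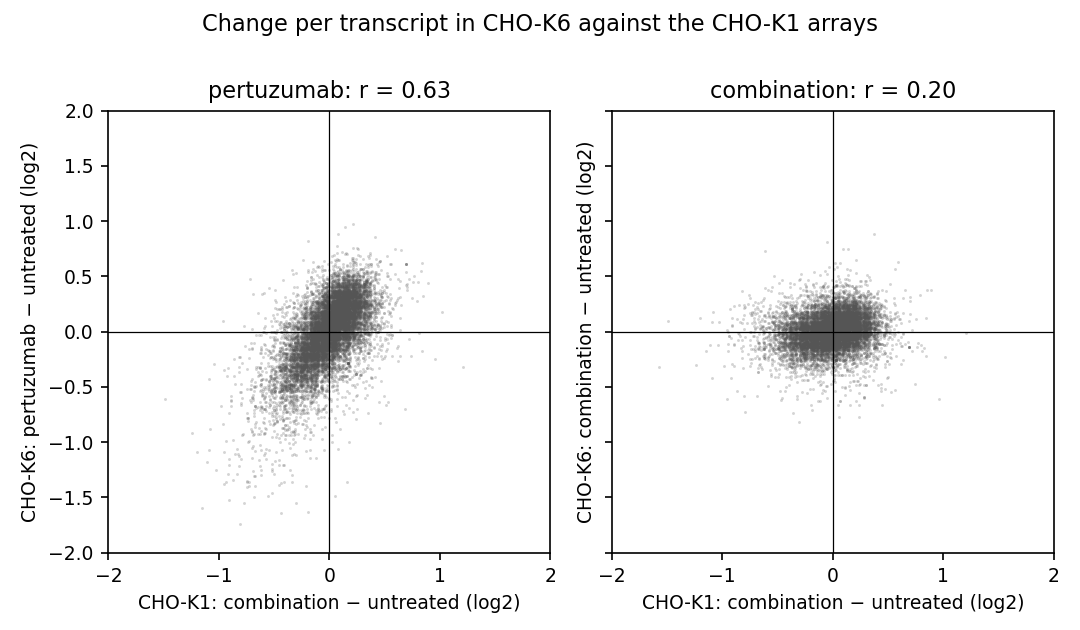
Each point is a transcript with a mean log2 signal of 6 or more. The x axis is the log2 difference between the CHO-K1 arrays (trastuzumab + pertuzumab minus untreated), and the y axis is the log2 difference of the pertuzumab array (left, r = 0.63) or the trastuzumab + pertuzumab array (right, r = 0.20) from untreated CHO-K6.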

Comparison of the pertuzumab treated with the untreated CHO-K6 cells revealed a minimum of 2-fold changes in the levels of 171 (0.55%) transcripts, of which the expression levels of 19 (0.06%) and 152 (0.49%) transcripts were respectively upregulated and downregulated in the result of pertuzumab treatment (Figure 5B). In the CHO-K6 cells treated with trastuzumab the expression of 27 (0.09%) transcripts were altered, of which 14 (0.05%) and 13 (0.04%) transcripts were respectively upregulated and downregulated compared to the untreated cells (Figure 5C). 

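With trastuzumab, 14 transcripts were higher and 15 were lower than in untreated CHO-K6 cells, 29 in all (166 in the series matrix table), and 5 of these had 1 gene symbol. None of the 29 had a log2 signal of 6 or more in either array, and their median signal was 3.68. Several gene lists moved slightly. The RNA splicing list fell (median −0.06, 18 of 23 genes below 0, with Srsf5 at −0.18), as did heat shock (−0.05, or −0.0177 as a mean, Hspa8 at −0.17) and the cytosolic ribosomal proteins (−0.045, 15 of 24 genes below 0). The ATF4 amino acid response rose (0.08, with Nupr1 at 0.31 and Trib3 at 0.27), and so did the ERK response (0.07), in which Dusp1 stood out at 0.71 beside a CHO-K1 reference of 0.30. With the mean of the other antibody-treated CHO-K6 arrays, pertuzumab among them, as the reference, the medians of RNA splicing, ATF4 response and ERK response changed sign, to 0.045, −0.0375 and −0.09. For the 29 transcripts, the mean of the pertuzumab and combination arrays also lay away from the untreated array in the same direction, by a median of 0.56 (0.405 to 0.76, bootstrap interval over transcripts). Such an interval holds no variation between arrays. The 29 were chosen against this same untreated array, so its chance deviations alone would also put the other arrays on that side. The combination array differed from the pertuzumab array by a median of 0.21 (−0.06 to 0.35) in that direction.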

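In CHO-K6 cells treated with trastuzumab + pertuzumab, 11 transcripts were higher and 24 were lower than in untreated cells, which is 0.118% of the 29700 (190 in the series matrix table), and no changed transcript had a log2 signal of 6 or more. The ERK response genes rose, with 20 of 26 above 0 and a median of 0.125, among them Dusp1 (0.42) and Fos (0.37). The TGF-beta targets rose with a median of 0.12 over 18 genes, among them the differentiation inhibitors Id1 (0.35) and Id3 (0.34), but with a median of 0.04 over members with a log2 signal of 6 or more. The RNA splicing genes fell, with 20 of 23 below 0 and a median of −0.07. Against the mean of the single-antibody arrays in place of the untreated array, these medians became 0.01, −0.0375 and 0.05, and 13 transcripts had changed. For the 35 changed transcripts, the mean of the single-antibody arrays lay a median of 0.575 (0.45 to 0.715) from the untreated array in the same direction, while trastuzumab and pertuzumab differed by 0.02 (−0.5 to 0.11). The 35 were likewise chosen against the untreated array, so the 0.575 cannot set a shared antibody change apart from its chance deviations.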

Treatment with a combination of pertuzumab and trastuzumab resulted in altered expression of 35 (11%) transcripts including 10 (0.03%) upregulated and 25 (0.08%) downregulated transcripts in the cells compared to the untreated cells (Figure 5D). These results suggest that overexpression of HER2 and in CHO cells dramatically changes the gene expression profile the cells. Additionally, both pertuzumab and trastuzumab have major effects on gene expression profile of CHO-K6 cells.

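Set directly against each other, the pertuzumab array had 20 transcripts higher and 208 lower than the trastuzumab array in CHO-K6. The combination array had 130 higher and 31 lower than the pertuzumab array, and 7 higher and 18 lower than the trastuzumab array. Between the CHO-K1 arrays, whose cells lack human HER2, 39 transcripts were higher and 35 were lower with trastuzumab + pertuzumab, 74 in all (257 in the series matrix table). Among these, 20 had a log2 signal of 6 or more, and the oxidation resistance gene Oxr1 (−1.08, with another transcript at −0.20) was the named gene that fell. Of the transcripts lower with pertuzumab and with the combination in CHO-K6, 6 were shared, where independent lists would share 0.127. Pertuzumab and trastuzumab shared 3 lower (0.0793) and 3 higher (0.009), and trastuzumab and the combination 2 lower (0.0121) and 3 higher (0.0052). Simulated unchanged arrays with the same untreated array shared 0 for every pair, but hardly any of their transcripts pass the threshold. These overlaps therefore cannot be set apart from the effect of the shared untreated array. The combination and trastuzumab differences had an r of 0.534 across transcripts with a mean log2 signal of 6 or more, against 0.499 in simulated arrays that shared only the reference. The pertuzumab difference had an r of 0.515 with the combination and of 0.204 with trastuzumab, and of 0.478 and 0.329 across all transcripts. From the 2-fold counts, the paper proposes that HER2 overexpression changes the expression profile of CHO cells and states that both antibodies have major effects in CHO-K6.

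**Figure D2:**
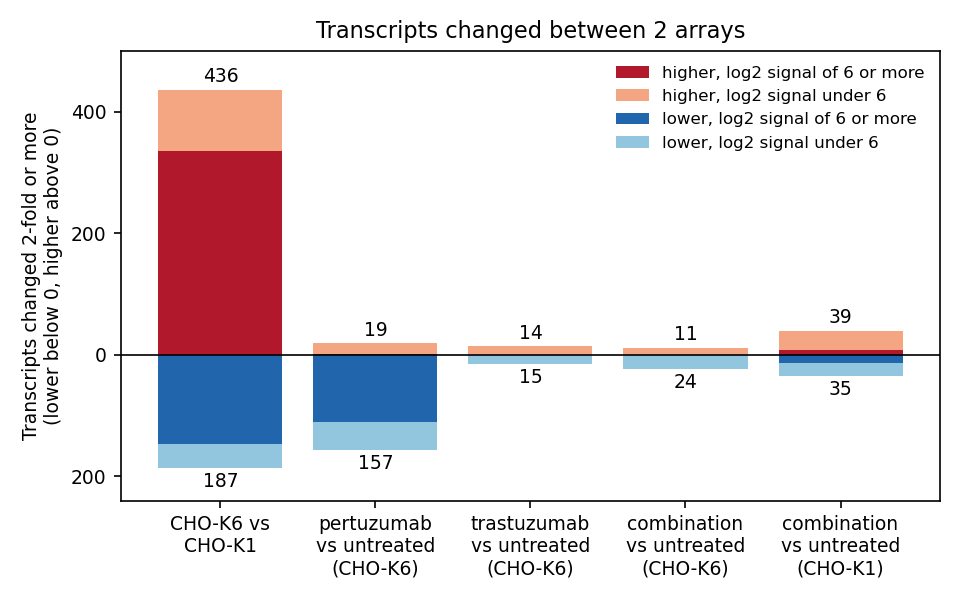
The bars count transcripts at least 2-fold higher (above 0) or lower (below 0) in 5 comparisons of 2 arrays. Darker parts have a log2 signal of 6 or more in either array. The CHO-K1 comparison, at 39 higher and 35 lower, lies above the trastuzumab and the combination comparisons in CHO-K6.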

### 2.5. The Effect of Pertuzumab on Cell Cycle Progression

To examine the effect of pertuzumab on the cell cycle we analyzed the expression of the genes that are highly expressed in each stage of cell cycle in CHO-K6 cells treated with pertuzumab, trastuzumab, and their combination. Result showed significant difference between untreated parental CHO (CHO-K1) cells and untreated CHO-K6 cells regard the expression of G1/S transition, S phase and DNA replication, G2/M transition and M phase marker genes (Figure 5E–H). These most likely due to overexpression of HER2 in CHO-K6 cells. 

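The lists of cell cycle genes fixed beforehand stayed within the range of random lists in untreated CHO-K6 against untreated CHO-K1. The median was −0.11 over 26 G1/S genes, 18 of them below 0, −0.08 over 43 DNA replication genes, 25 of them below 0, and −0.01 over 40 genes of G2/M and mitosis, 20 of them below 0. No member differed 2-fold. Among the larger differences were those of cyclin D2 (Ccnd2, −0.86) and the CDK inhibitor gene Cdkn2c (0.50) among G1/S genes, thymidine kinase (Tk1, −0.55), Orc2 (0.54) and the licensing factor gene Cdt1 (−0.52) among replication genes, and Cdc25b (−0.57) and Ect2 (0.51) among mitotic genes, each beyond its CHO-K1 reference. Between the trastuzumab + pertuzumab arrays of the lines, the medians of the DNA replication and mitotic lists were −0.18 and −0.13.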

The expression levels of G1/S transition marker genes in the pertuzumab treated CHO-K6 cells were different from those of untreated CHO-K6 cells but similar to those of CHO-K1 cells (Figure 5E). However, trastuzumab treated CHO-K6 cells was similar to untreated CHO-K6 cells in terms of the expression of G1/S transition marker genes. These results indicate that pertuzumab but not trastuzumab abrogated the effect of HER2 overexpression on the expression of G1/S transition marker genes. 

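Cyclin E1 (Ccne1), which drives entry into S phase, had a log2 signal of 7.39 in CHO-K1, 6.90 in untreated CHO-K6 and 7.28 with pertuzumab. The ubiquitin-conjugating enzyme gene Cdc34 (10.19, 9.84 and 10.17) and the anaphase-promoting complex gene Anapc2 (8.28, 7.75 and 8.10) followed the same order, and the cullin gene Cul3, higher in untreated CHO-K6, did so from above (10.80, 11.18 and 10.86). Of the 14 measured genes of the 15 printed in Fig. 5E, whose names were read from the picture, 9 were nearer to CHO-K1 than to untreated CHO-K6 with pertuzumab. For 3 of the 14, Cdc34 (0.33), Cul3 (−0.32) and Cul2 (−0.53), the pertuzumab difference exceeded the CHO-K1 reference. Those of Ccne1 (0.38) and Anapc2 (0.35) did not. Cul2 fell below CHO-K1 (9.62 against 9.87). Between the CHO-K1 arrays, Cdc34, Cul3 and Cul2 differed by 0.20, −0.13 and −0.34. In the clustering of z-scores over the 5 arrays of the figure, the pertuzumab array joined CHO-K1, but not when the signals were centred without scaling or when the treated CHO-K1 array was added. On a scale with untreated CHO-K6 at 0 and CHO-K1 at 1, the pertuzumab array lay at 0.390 over the 26 G1/S genes of the fixed list, the 67.2th percentile of random lists, and at 0.246 with the other antibody-treated arrays as the reference. The list's median difference from untreated CHO-K6 was 0.035.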

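With trastuzumab, Ccne1 had a log2 signal of 7.09, Cdc34 of 9.74 and Anapc2 of 8.06. In this array 4 of the 14 genes were nearer to CHO-K1 and 10 nearer to untreated CHO-K6, and no gene of Fig. 5E differed from untreated CHO-K6 by more than its CHO-K1 reference. The median difference of the G1/S list was −0.015, and its position on the scale from CHO-K6 to CHO-K1 was 0.091. Both values lay within the range of random lists.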

Interestingly, the expression pattern of G1/S transition marker genes in CHO-K6 cells treated with the combination were very similar to those in untreated as well as trastuzumab treated CHO-K6 cells (Figure 5E).

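In the combination array, Ccne1 stood at 7.13, Cdc34 at 9.95 and Anapc2 at 7.92. Of the 14 genes of Fig. 5E, 6 were nearer to CHO-K1 and 8 nearer to untreated CHO-K6. The G1/S list had a median difference of 0.015 and a position of 0.198, at the 84.5th percentile of random lists.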

CHO-K6 cells showed lower expression levels of S phase marker genes compared with CHO-K1 cells, which suggests that HER2 overexpression inhibits the expression of S phase marker genes. 

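All 6 genes of Fig. 5F were lower in untreated CHO-K6 than in untreated CHO-K1. The subunits of the replicative helicase differed by −0.35 (Mcm5), −0.22 (Mcm2) and −0.18 (Mcm3 and Mcm4), the licensing factor gene Cdc6 by −0.10 and the kinase gene Abl1 by −0.08. The difference of Mcm5 alone exceeded its CHO-K1 reference of 0.30.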

Treatment of CHO-K6 cells with pertuzumab did not change the expression profile of the S phase marker genes. In contrast, treatment of CHO-K6 cells with trastuzumab stimulated the expression levels of the S phase marker genes, making similar to those of CHO-K1 cells. Moreover, the expression levels of S phase marker genes in CHO-K6 cells treated with combination of pertuzumab and trastuzumab were low and similar to those of untreated as well as pertuzumab treated cells (Figure 5F). These results indicate that trastuzumab, but not pertuzumab was able to abrogate the effect of HER2 overexpression on the expression of the S phase marker genes. 

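With pertuzumab, 5 of the 6 genes lay above untreated CHO-K6 and nearer to CHO-K1. Mcm5 was 0.34 above untreated CHO-K6 and Mcm2 0.22 above, which put both within 0.01 of CHO-K1 on the log2 scale. Mcm4 was the exception, at −0.09. The difference of Mcm5 alone exceeded its CHO-K1 reference with pertuzumab. Between the CHO-K1 arrays, Cdc6 differed by 0.22, Mcm5 by 0.17, Mcm2 by 0.10, Mcm3 by 0.02, Mcm4 by −0.02 and Abl1 by −0.05. Over the 43 DNA replication genes of the fixed list, 22 were above 0 and 20 below, with a median of 0.01, and the replication origin genes Orc4 (−0.61) and Orc2 (−0.43) lay opposite to Tk1 (0.54). The position of this list between CHO-K6 and CHO-K1 was 0.362, at the 64.9th percentile of random lists.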

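With trastuzumab, all 6 genes of Fig. 5F lay below untreated CHO-K6, by −0.04 for Abl1 and −0.05 for Mcm4 to −0.12 for Cdc6, and none was nearer to CHO-K1. All these differences stayed within the CHO-K1 references of the genes. The DNA replication list fell as a whole, with 34 of 43 genes below 0 and a median of −0.05 at the 0.01th percentile of random lists. Its members Fen1, the flap endonuclease gene (−0.26), Mcm10 and Orc1 (−0.22 each) stayed within their CHO-K1 references. The list's position was −0.083, away from CHO-K1 and at the 0.49th percentile.

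**Figure D3:**
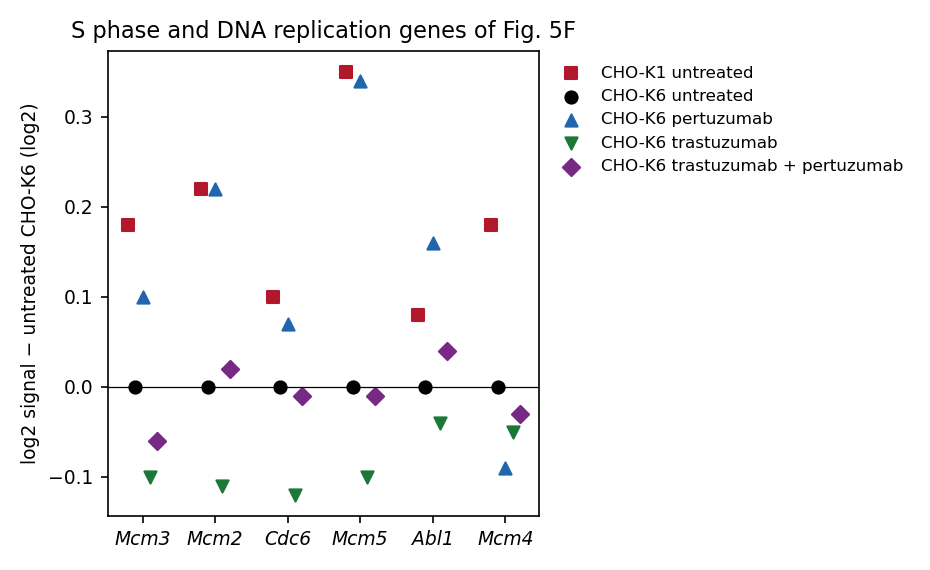
The y axis is the log2 signal of the 6 genes of Fig. 5F minus that of untreated CHO-K6, with 1 array per condition. The pertuzumab array lies above 0 for each gene but Mcm4, and the trastuzumab array below 0 for all 6.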

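In the combination array the 6 genes stayed within 0.06 of untreated CHO-K6 on the log2 scale. None was nearer to CHO-K1, 5 were nearer to untreated CHO-K6 and Abl1 lay midway. The DNA replication list had a median of −0.02, with 27 of 43 genes below 0, and a position of 0.083.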

The expression levels of G2/M transition marker genes in CHO-K1 and CHO-K6 was different, which suggests the role of HER2 overexpression. 

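Of the 17 genes printed in Fig. 5G, 13 were measured under a gene symbol, 5 of them higher and 8 lower in untreated CHO-K6 than in untreated CHO-K1. The differences of Anapc2 (−0.53), the phosphatase gene Cdc25a (−0.51) and the cyclin G1 gene Ccng1 (0.32) exceeded their CHO-K1 references. Cyclin B1 (Ccnb1) differed by −0.14 and cyclin A1 (Ccna1), with a log2 signal of about 5, by 0.06.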

Pertuzumab changed the expression of some G2/M transition marker genes in CHO-K6 cells. 

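With pertuzumab, Ccng1 (−0.50) differed from untreated CHO-K6 by more than its CHO-K1 reference, as it also did between the CHO-K1 arrays (−0.39), while Sertad1 (0.40), the cyclin H gene Ccnh (−0.35) and the BRCA2-binding gene Bccip (−0.31) did not. Of the 13 genes, 8 were nearer to CHO-K1, and the pertuzumab array joined CHO-K1 in the clustering only with a distance of 1 minus Pearson's correlation. Over the z-scores, the Euclidean distance to CHO-K1 was 6.14 for the pertuzumab array and 5.65 for untreated CHO-K6. The fixed list of G2/M and mitosis fell, with 24 of 40 genes below 0 and a median of −0.045, among them the kinetochore motor gene Cenpe (−0.59), Kif18a (−0.48) and the spindle checkpoint kinase gene Ttk (−0.42), while separase (Espl1) was at 0.40. This list had the same median, −0.045, between the CHO-K1 arrays. With the mean of the other antibody-treated CHO-K6 arrays as the reference its median was 0.0275. Its position between CHO-K6 and CHO-K1 was 0.518, at the 94.1th percentile of random lists.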

The expression of G2/M transition marker genes in trastuzumab treated cells was very similar to that of untreated CHO-K6 (Figure 5G). 

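With trastuzumab, 6 of the 13 genes were nearer to CHO-K1 and 7 to untreated CHO-K6. The G2/M and mitosis list fell, with 29 of 40 genes below 0 and a median of −0.05, including the mitotic kinase gene Aurkb (−0.21), Kif2c and Gtse1 (−0.19 each), all within their CHO-K1 references. Against the mean of the other antibody-treated CHO-K6 arrays the median was 0.03. The position of the list was −0.007.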

Similarly, HER2 overexpression also affect the expression profile of the M phase marker genes as there were significant differences between CHO-K1 and CHO-K6 cells in terms of the expression of M phase marker genes. 

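Of the 10 genes printed in Fig. 5H, 8 were measured, 7 of them lower in untreated CHO-K6 than in untreated CHO-K1. Cdc20, an activator of the anaphase-promoting complex, differed by −0.49 and its subunit gene Cdc16 by −0.32, both beyond the CHO-K1 reference of 0.30. Cyclin B2 (Ccnb2, −0.21), stathmin (Stmn1, −0.20) and Cdk1 (−0.15) lay within it, and Aurkb was the gene above 0, at 0.04.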

Hierarchical clustering showed resemblance between the expression profile of M phase marker genes in the untreated CHO-K6, trastuzumab treated and the cells treated with combination of trastuzumab and pertuzumab (Figure 5H), whereas the expression of M phase marker genes in pertuzumab treated CHO-K6 cells was similar to that of CHO-K1 cells, however, this similarity was not significant (Figure 5H). 

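With pertuzumab, Cdc20 had a log2 signal of 11.21, between 11.00 in untreated CHO-K6 and 11.49 in CHO-K1, while Stmn1 (10.51) lay below both lines. Of the 8 genes, 2 were nearer to CHO-K1 and 6 to untreated CHO-K6. The Euclidean distance of the pertuzumab array over the z-scores was 4.36 to CHO-K1 and 2.26 to untreated CHO-K6. Trastuzumab had 2 and the combination 1 of the 8 genes nearer to CHO-K1. No CHO-K6 array joined CHO-K1 in the clustering, except the trastuzumab array with a distance of 1 minus Pearson's correlation.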

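Over all 9095 genes with a mean log2 signal of 6 or more, the position of the pertuzumab array between untreated CHO-K6 and CHO-K1 was 0.264. Chance deviations of the untreated CHO-K6 array, which enters both differences, gave up to 0.106 in simulated arrays with no antibody effect and the noise of the CHO-K1 pair. The G1/S, DNA replication and G2/M lists lay within the range of random lists of these genes. With the mean of the other antibody-treated CHO-K6 arrays as the reference of the pertuzumab difference the position was 0.195.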

Taken together, in CHO-K6 cells, pertuzumab abrogated the effect of HER2 overexpression on the expression of G1/S transition, G2/M transition, and M phase genes. Whereas, trastuzumab inhibited the HER2 effect on S phase genes. 

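The position of the trastuzumab array over the same 9095 genes was 0.044, which lies at or below what the shared untreated array alone gives in simulated arrays. From the resemblance of marker gene profiles to those of CHO-K1, the paper concludes that pertuzumab abrogated the effect of HER2 on G1/S, G2/M and M phase genes and that trastuzumab did so on S phase genes.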

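In the combination array the G2/M and mitosis list fell further than any random list, with 34 of 40 genes below 0 and a median of −0.105. Its members included the phosphatase gene Cdc25c (−0.31), Cenpe and the spindle protein gene Nusap1 (−0.28 each) and Kif20a (−0.20), none beyond its CHO-K1 reference. Against the mean of the single-antibody arrays the median was −0.0425. The list's position between CHO-K6 and CHO-K1 was 0.162, and that of all expressed genes 0.095, where simulated arrays with no antibody effect gave up to 0.0464 for all expressed genes, or 0.106 with the noise of the CHO-K1 pair. Of the 13 genes of Fig. 5G, 5 were nearer to CHO-K1.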

More interestingly, the effect of combination treatment of pertuzumab and trastuzumab was different compared to the effect of treatment with single agent pertuzumab or trastuzumab on cell cycle of CHO-K6.

### 2.6. The Effect of Pertuzumab on Cell Death Pathways

To study the effect of the pertuzumab on cell death pathways we investigated the expression of selected marker genes for apoptosis, autophagy and necrosis in the cells treated with pertuzumab, trastuzumab, or their combination. Similar to the cell cycle marker genes, there was opposite expression profiles of cell death marker genes between CHO-K1 and CHO-K6 cells, implicating the significant effects of HER2 overexpression on the cell death pathways (Figure 5I–L). 

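The kinase gene Akt1 (−0.96), the pore-forming Bak1 (−0.76) and the adaptor gene Fadd (−0.65) were lower in untreated CHO-K6 than in untreated CHO-K1, and the inhibitor of apoptosis Xiap (0.52), the deubiquitinase gene Cyld (0.74) and the autophagy protease gene Atg4a (0.71) were higher, each beyond its CHO-K1 reference. The BCL2 family gene Bcl2a1 (1.10) and Pik3r4 (1.19), a subunit of the autophagy lipid kinase, rose 2-fold or more. As groups, the fixed lists stayed within the range of random lists. The median was −0.075 over 24 pro-apoptotic genes, 0.04 over 18 anti-apoptotic genes, 0.07 over 36 autophagy genes and −0.10 over 25 genes of necroptosis and TNF signalling. Of the genes printed in the figure, CHO-K6 was above CHO-K1 for 11 and below for 17 in Fig. 5I, 15 and 7 in Fig. 5J, 12 and 7 in Fig. 5K, and 18 and 14 in Fig. 5L.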

The expression profiles of apoptotic (Figure 5I), anti-apoptotic (Figure 5J), autophagy (Figure 5K) and necrosis (Figure 5L) marker genes in pertuzumab treated CHO-K6 cells were similar to those in untreated CHO-K6, which suggests that pertuzumab does not inhibit HER2 function in regulating cell apoptosis. In contrast, trastuzumab inhibited the function of HER2 in regulating cell apoptosis as on apoptosis and anti-apoptosis gene expression profiles of CHO-K6 cells treated with trastuzumab were very different from untreated CHO-K6 cells, but similar to CHO-K1. 

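With pertuzumab, the death receptor gene Fas (−0.58), Xiap (−0.50), Akt1 (0.34) and the adaptor gene Tradd (0.45) differed from untreated CHO-K6 by more than their CHO-K1 references, as did the autophagy genes Atg3 (−0.53) and Ulk1 (0.47). None changed 2-fold. Between the CHO-K1 arrays Xiap (−0.43) also exceeded its reference and Tradd differed by 0.38, and the second transcript of Fas differed by −0.08 with pertuzumab. The pertuzumab array was nearer to CHO-K1 for 14 of 28 genes of Fig. 5I, 15 of 22 of Fig. 5J, 7 of 19 of Fig. 5K and 11 of 33 of Fig. 5L. In the clustering it joined CHO-K1 over the genes of Fig. 5I and Fig. 5J, the former not when signals were centred without scaling. Over Fig. 5K and Fig. 5L it stayed with the other CHO-K6 arrays, but joined CHO-K1 over Fig. 5K with a distance of 1 minus Pearson's correlation. The medians of the pro-apoptotic, anti-apoptotic, autophagy and necroptosis lists were 0.075, 0.02, 0.025 and 0.14, all within the range of random lists, beside 0.015, −0.04, 0.035 and 0.07 between the CHO-K1 arrays.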

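With trastuzumab, Akt1 (0.01), Xiap (−0.11), Fas (0.13) and Fadd (0.05) stayed within their CHO-K1 references of untreated CHO-K6, as did every measured gene of Fig. 5I and all but Il10, which has a log2 signal of about 3, in Fig. 5J. The trastuzumab array was nearer to CHO-K1 for 6 of 28 genes of Fig. 5I and 5 of 22 of Fig. 5J, and it did not join CHO-K1 in the clustering of either panel. The pro-apoptotic list had 16 of 24 genes above 0 and a median of 0.055, and the anti-apoptotic list 13 of 18 and 0.05, both within the range of random lists. Against the mean of the other antibody-treated CHO-K6 arrays the pro-apoptotic median was −0.065.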

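In the trastuzumab array 1 of the 19 autophagy genes of Fig. 5K and 10 of the 33 genes of Fig. 5L were nearer to CHO-K1, and none exceeded its CHO-K1 reference. The LC3 family gene Gabarapl1 (0.30), Atg3 (−0.24) and the proton pump gene Atp6v1g2 (0.33) had the larger differences from untreated CHO-K6. The medians of the autophagy and the necroptosis list were 0.03 and 0.06, within the range of random lists, and the latter was −0.03 against the mean of the other antibody-treated CHO-K6 arrays.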

Similar results were observed for the expression profile of autophagy and necrosis marker genes (Figure 5J–L). Furthermore, the CHO-K6 cells treated with the combination of trastuzumab and pertuzumab were similar to untreated CHO-K6 cells in the point of view of all the cell death expression profiles (Figure 5I–J). 

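In the combination array, 9 of 28 genes of Fig. 5I, 7 of 22 of Fig. 5J, 2 of 19 of Fig. 5K and 7 of 33 of Fig. 5L were nearer to CHO-K1 than to untreated CHO-K6. The medians of the pro-apoptotic, anti-apoptotic, autophagy and necroptosis lists were 0.065, 0.045, 0.03 and 0.00, within the range of random lists, and −0.0325, −0.0225, −0.0475 and −0.075 against the mean of the single-antibody arrays. Of the measured genes of these panels, Ngfr, at a log2 signal below 5, was the one beyond its CHO-K1 reference (−0.63).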

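The position of the pertuzumab array between CHO-K6 and CHO-K1 was 0.368 over pro-apoptotic genes, 0.260 over anti-apoptotic genes, 0.217 over autophagy genes and 0.273 over genes of necroptosis and TNF signalling. These lie between the 26.1th and the 56.8th percentile of random lists.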

Taken together, the results suggest that pertuzumab treatment did not have significant effects on the cell death pathways of CHO-K6 cells. However, trastuzumab treatment inhibited the expression of apoptosis, but not autophagy and necrosis marker genes in CHO-K6 cells.

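For the trastuzumab array the positions over the same 4 lists were −0.017, 0.028, 0.044 and 0.056, and for the combination array 0.061, 0.092, 0.084 and 0.049. All lay within the range of random lists and of simulated arrays with no antibody effect. From the profiles of the cell death markers, the paper proposes that pertuzumab had no significant effect on these pathways and states that trastuzumab inhibited the expression of apoptosis markers but not of autophagy and necrosis markers.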

### 2.7. The Effect of Pertuzumab on Cell Proliferation

We next investigated the effects of pertuzumab on the cell proliferation in CHO-K6 cells. We cultured CHO-K1, CHO-K6, CHO-K13, CHO-EGFR and CHO-HER3 cells in the presence of 10 µg/mL pertuzumab or 10 µg/mL trastuzumab or their combination for 72 h and then evaluated viable cells by MTT assay. Human IgG (10 µg/mL) was used as mock control for the monoclonal antibodies. CP-724714 (10 µM) was used as positive control of HER2 inhibition. Paclitaxel (5 µM) was used as positive control of cell proliferation inhibition.

The results showed that the proliferation rates of all the paclitaxel treated cell lines were significantly lower than that of relevant untreated cells. Among the cell lines treated with CP-724714, CHO-K1, CHO-K6 and CHO-EGFR but not CHO-K13 and CHO-HER3 cells showed lower proliferation rates compared to the relevant untreated cells (Figure 6). None of the cells treated with pertuzumab, trastuzumab, and their combination showed significant changes in the proliferation rates in comparison with relevant IgG treated cells (Figure 6). These results indicate that treatment with pertuzumab, trastuzumab and their combination did not have significant effect on the proliferation of HER2, HER3, and EGFR overexpressing CHO cells. 

## 3. Discussion

In this study we investigated the effect of pertuzumab on the function of HER2 homodimers. We also compared the effects of pertuzumab with trastuzumab and the combination of pertuzumab and trastuzumab. Three CHO cell lines stably overexpressing human HER2 (CHO-K6), human EGFR (CHO-EGFR) and human HER3 (CHO-HER3) as well as parental CHO (CHO-K1) cells were used in our study. The parental CHO cell line dose not express any of HER family receptors per se. CHO-K6 provides appropriate model cell to study HER2 receptor function that allows monitor HER2 function without interaction by other HER receptors. Although pertuzumab specifically binds only to HER2, studying HER2 homodimerization and its subsequent effects on the cellular biology is not quite feasible in breast cancer cell lines. Since HER2-positive breast cancer cell lines express also at least one other member of HER receptor family particularly EGFR and HER3 [37,38,39]. Endogenous EGFR and HER3 could mediate in HER2 heterodimerization and significantly affect the HER2 phosphorylation. On the other hands, the CHO cell lines allow us to study each HER receptor independently. CHO-K6 cells show high rates of HER2 homodimerization and phosphorylation that can be inhibited by CP-724714. Despite canonical downstream signaling pathways of HER2 (PI3K/AKT and MAPK pathways) do not work in CHO-K6 cells, the cell proliferation rate is higher than that of parental CHO cells (CHO-K1) [35]. This HER2-mediated increased proliferation can be inhibited by lapatinib and CP-724714. Moreover, we showed that the monoclonal antibodies changed the gene expression profile of the cells. These conform that CHO-K6 cell line is sensitive to anti-HER2 agents. This sensitivity is revealed by inhabitation of HER2 dimerization, phosphorylation and CHO-K6 cell proliferation in response to treatment with the agents. These evidences further confirm that CHO-K6 is a suitable cell model for studying HER2 homodimerization and phosphorylation but is not an appropriate model for studying HER2-mediated PI3K/AKT and MAPK pathways. Furthermore CHO-K6 cells provides a valuable cell model for studying the oncogenic function of HER2 via non-canonical mechanism(s) independently of PI3K/AKT and MAPK signaling pathways that deserves paying more attention. 

We showed that pertuzumab specifically bound to HER2 with high affinity on CHO-K6 cells. No pertuzumab binding was detected on CHO-EGFR and CHO-HER3 cells. Pertuzumab binds at the dimerization pocket of HER2 located in its extracellular domain II [27], while trastuzumab binds to a site located in extracellular domain IV [40]. Thus, it is suggested that the binding of pertuzumab but not trastuzumab to HER2 disrupts its heterodimerization with EGFR [25] and HER3 [26,27,28,29,31]. However, there is no independent research focusing on the effect of pertuzumab on HER2 homodimerization, phosphorylation and gene expression profile. Structurally, conformation of monomer HER2 is resemble to ligand-bound EGFR receptor. Therefore HER2, when overexpressed, is able to form homodimer in the absence of ligand, which also resulted in the phosphorylation of HER2 [27,35,40]. In the present study, HER2 was highly dimerized in CHO-K6 cells, most likely due to the overexpression. We showed that pertuzumab does not have a significant effect on HER2 homodimerization, while trastuzumab and the combination of pertuzumab and trastuzumab increase HER2 homodimerization. Homodimerization of HER2 takes place through interaction of domain II of one HER2 receptor with the C-shaped pocket formed by domain I, II, and III of the adjacent HER2 receptor [41]. A previous study shows that pertuzumab but not trastuzumab inhibits HER2 homodimerization and increases the antiproliferative effect of trastuzumab on HER2-positive breast cancer cells in combination with trastuzumab [42]. In another study Hu et al. [41] report that pertuzumab binding to its epitope on domain II of HER2 prevents interaction of C-shaped pocket from adjacent HER2 with dimerization arm of HER2 by masking the dimerization pocket [41]. According to this study, pertuzumab abolishes HER2 homodimerization in COS-7 cell expressing extracellular domains of HER2, however, trastuzumab had a negligible effect on the HER2 homodimerization [41]. However, our results do not support these reports. We found that pertuzumab has no significant effect on HER2 homodimerization. In contrast, trastuzumab and the combination treatment increase homodimerization of HER2. In addition, pertuzumab is not able to abrogate the positive effect of trastuzumab on HER2 homodimerization. There are some reasons that show our results are more reliable compared to previous opposite results. Firstly; in this study we used an originally HER2-negative cell line that stably expresses full-length human HER2, while Hu et al. [41] used a partial extracellular domain of HER2 (residues 1–624). It is quite possible that partial HER2 has a structure distinct from the structure of full-length HER2. Aberrant conformation of partial HER2 most likely effects the binding and function of the monoclonal antibody on HER2. Second; Diermeier-Daucher et al. [42] used BT-474 and SKBR-3 cell lines to study homodimerization. Both of the cell lines express EGFR, HER3 and HER4 in addition to HER2. The HER receptors have similar molecular size and can form 10 different dimers with each other. Distinction of HER2 homodimer from heterodimers and homodimers of the other three HER receptors based on molecular weight may be highly erroneous. 

We showed that trastuzumab increases HER2 homodimerization, which is consistent with our previous results [35]. The epitope of trastuzumab is located near transmembrane domain of HER2 [40]. Several experimental and molecular dynamics simulation studies support the critical role of transmembrane and juxtamembrane domains in HER2 homo- and heterodimerization [43,44,45,46,47,48,49,50,51]. HER2 transmembrane has two GxxxG-like motifs, one in the N-terminal close to the extracellular domain and one in the C-terminal close the intracellular domain [45,50,51]. The N-terminal GxxxG-like motif mediates in heterodimerization, whereas the C-terminal motif had a role in the formation of homodimer [51]. It has been shown that a mutation at valine 664, such as Val664Glu which is located in the transmembrane domain between the GxxxG-like motifs, leads to constitutive HER2 activation by enhancing the tendency to dimerize [52]. Moreover, substitution of isoleucine 655 of the HER2 transmembrane with valine is found to increase breast cancer risk. This mutation changes the conformation of the receptor that causes constitutive activation of HER2 tyrosine kinase domain [53]. Further, phosphorylation of threonine 677 in the juxtamembrane domain of HER2 is shown to inhibit HER2/EGFR heterodimerization [54]. This evidence demonstrates that conformation change in the HER2 transmembrane can alter HER2 receptor dynamics resulting in an altered tendency for dimerization. Indeed, binding of trastuzumab [40] and pertuzumab [27] significantly changes HER2 conformation. It is possible that somehow trastuzumab binding confers a new conformation that facilitates homodimerization of HER2, a function that pertuzumab is not able to perform. 

We showed that pertuzumab did not inhibit HER2 phosphorylation but induced phosphorylation of HER2 at Y1127, Y1139, and Y1196 residues. Trastuzumab did not have a significant effect on HER2 phosphorylation except at Y1196. This result is consistent with our previous report that shows trastuzumab does not affect HER2 phosphorylation at any pY sites [35]. We showed that combination of pertuzumab and trastuzumab inhibits pY1005 and pY1127. Lack of inhibitory effect of pertuzumab on phosphorylation is expected since it had no inhibitory effect on dimerization. The function of pY1127 is not described yet. pY1005 have been shown to bind SHC [55]. pY1139 is an important pY for HER2 function. pY1139 is a binding site for EGFR and PI3K [56,57]. Phosphorylation of Y1139 activates RAS through GRB2 and increases transcriptional activity of STAT3 [58,59]. Phosphorylation of Y1196 enhances activation of ERK through a RAS-independent pathway and increase the binding affinity of HER2 to CRK which is a member of an adapter protein family. CRK is required for HER2 to increase RAC-dependent cell motility and HER2-mediated inhibition of apoptosis [60,61,62]. It is interesting to notice that pertuzumab did not change the phosphorylation level of HER2 Y1248. We did not observe any significant effect of trastuzumab on pY1248 in CHO-k6 cells in our previous research [35]. However, two recent studies indicate that trastuzumab increases the phosphorylation level of pY1248 in several breast cancer cell lines, and the enhanced pY1248 phosphorylation is linked to the inhibitory role of trastuzumab on cell proliferation [63,64]. 

Phosphorylation of HER2 at canonical pY sites takes place by HER receptor tyrosine kinases following homo- and heterodimerization. HER2 is not phosphorylated only by HER family receptor tyrosine kinases, but it can be also phosphorylated by other kinases in a dimerization-independent manner at tyrosine residues. For example, SRC phosphorylates HER2 at tyrosine 877 located in the P-loop of the kinase domain and increases the kinase activity of HER2 [65]. It is possible that pertuzumab has a ligand-like function that confers HER2 a new conformation providing Y1127, Y1139, and Y1196 residue binding sites for non-HER family tyrosine kinases. However, there is no evidence yet supporting or abrogating this hypothesis. Taken together we suggest that pertuzumab may have roles in non-canonical HER2 activation in a dimerization-independent manner. To test this hypothesis, the effect of pertuzumab and trastuzumab on phosphorylation of non-canonical HER2 phospho-sites and the identity of potential kinases involved in pertuzumab-induced phosphorylation will be investigated in the future research. 

Our results showed that HER2 overexpression altered the expression levels of 606 different transcripts (1.96% of all analyzed transcripts) in the CHO cell line. Most of the altered transcripts (N = 427; 70.46%) was upregulated. These numbers are enough significant to conform the huge impact of HER2 overexpression on cellular biology. A microarray study analyzing 5184 unique transcripts in HER2 overexpressing breast cancer cells and tumors revealed different expression levels of 136 (2.62%) and 151 (0.03%) transcripts in respectively HER2 overexpressing cell line and HER2-positive tumor tissues compared to low HER2 levels cell lines and tumors [66]. In another analysis of 6000 cDNA array, expression of 61 (1.02%) transcripts were found altered due to overexpression of HER2 [67]. In our study, pertuzumab treatment changed the levels of 171 transcripts in CHO-K6 that most of them (*N* = 152; 88.89%) were downregulated. However, trastuzumab only altered the levels of 27 transcripts of which 14 were up- and 13 were downregulated. The different effects of pertuzumab and trastuzumab may be due to different mode of action of these two monoclonal antibodies. 

We also showed that expression profiles of G1/S transition, G2/M transition and M phase marker genes in pertuzumab treated HER2 overexpressing cells were resemble to those of HER2-negative cells. This is a strong evidence confirming that pertuzumab inhibits HER2-mediated cell cycle progression. However, pertuzumab does not induce cell death pathways including apoptosis, autophagy and necrosis. In contrast, trastuzumab has no major effect on cell cycle but induces apoptosis. These results are supported by numerous previous reports that show pertuzumab inhibits cell cycle progression but not apoptosis and trastuzumab affects as vice versa [22,68,69,70,71]. HER2 kinase inhibitors lapatinib and CP-724714 significantly inhibit CHO-K6 cell proliferation, however, we did not observe inhibitory effect of pertuzumab and trastuzumab on the cell proliferation. This is probably because pertuzumab was unable to abrogate the HER2 effects on the cell cycle progression completely. Basically, CHO-K6 cell line grows faster than CHO-K1 cell line, due to the positive effect of HER2 overexpression on cell cycle progression of CHO-K6 cells [35]. As discussed above, the gene expression profile of almost all the 48 cell cycle regulators between CHO-K6 and CHO-K1 cell lines was considerably opposite. 

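Of the 48 cell cycle genes printed in Fig. 5E–H, 43 are different genes and 37 of these were measured under a gene symbol. In untreated CHO-K6, 12 were above and 25 below untreated CHO-K1. The difference exceeded the CHO-K1 reference for 11 genes and reached 2-fold for none, with Anapc2 at −0.53 and the replication kinase gene Cdc7 at 0.53.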

Pertuzumab treatment caused change in the expression levels of several cell cycle regulators but not all of them and had no major effect on some other important cell cycle regulators. For example, the expression levels of the G1/S transition regulator genes *Ccna1*, *Ccnd1*, *Cdc7*, and the G2/M transition regulator genes *Sertad1* and *Birc5* in pertuzumab-treated CHO-K6 cells were still higher than those of CHO-K1 cells. Additionally, compared to CHO-K1 cells, the expression levels of the G1/S transition regulator gene *Cdc25a*, the G2/M transition regulator genes *Cdc25a*, *Ccnb1*, *Cdk7*, and the M phase regulator genes *Cdk1*, *Ccnb2*, *Stmn1*, and *Cdc16* were still lower in pertuzumab treated CHO-K6 cells similar to untreated CHO-K6 cells. 

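Against CHO-K1, the pertuzumab array had a higher log2 signal for Ccnd1 (11.87 against 11.45), Cdc7 (9.00 against 8.58) and Sertad1 (7.75 against 7.46), and a lower one for Ccna1 (4.64 against 4.94). Untreated CHO-K6 had 11.79, 9.11, 7.35 and 5.00 for these genes. Birc5 was not analysed here.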

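In the pertuzumab array Cdc25a had a log2 signal of 9.64 against 10.12 in CHO-K1, Cdk7 of 9.12 against 9.67, Ccnb1 of 11.31 against 11.50 and Cdc16 of 11.87 against 12.01. Cdk1 (11.17 against 11.33), Ccnb2 (10.81 against 11.01) and Stmn1 (10.51 against 10.83) were also lower. Of these 7 genes, Cdk7, Stmn1, Ccnb1 and Cdk1 were further from CHO-K1 with pertuzumab than in untreated CHO-K6, where they had 9.42, 10.63, 11.36 and 11.18.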

Probably, regulation of these genes by HER2 is sufficient for induction of cell cycle progression. Furthermore, this result shows that HER2 affects cell cycle progression and gene expression through different pathways which pertuzumab can block. Meanwhile, we observed that CP-724714 inhibited the proliferation of CHO-K6 and CHO-EGFR cells. This effect is correlated with the inhibitory effect of CP-724714 on HER2 dimerization and phosphorylation. This results strongly support the notion that kinase activity of HER2 is critical for its stimulatory effects on cell cycle particularly via its canonical pathways. Despite the minor inhibitory effect of pertuzumab on HER2 homodimer-mediated cell cycle progression, lack of inhibitory effects of pertuzumab and trastuzumab on cell proliferation is likely due to their inability to inhibit HER2 phosphorylation. Surprisingly, treatment with combination of pertuzumab and trastuzumab showed distinct effect on the expression of cell cycle and death marker genes compared to single agent treatment. This result suggests that not only binding of single agent pertuzumab and trastuzumab, but dual binding of the monoclonal antibodies to HER2 have unique effects on HER2-mediated cell cycle progression and apoptosis inhibition. 

## 4. Materials and Methods

### 4.1. Cell Lines and Culture

Chinese Hamster Ovary (CHO) cell line (CHO-K1) was purchased from ATCC (Manassas, VA, USA). CHO-K6 cells (stably overexpressing human HER2) [36], CHO-K13 (stably expressing human HER2) [36], and CHO-HER3 (stably expressing human HER2) [46] were obtained as gifts from Drs. Hitt and Buchholz labs (University of Alberta, Edmonton, AB, Canada). CHO-EGFR (stably expressing human EGFR) was previously generated [71]. The cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% fetal bovine serum (FBS) and maintained at 37 °C in a 5% CO_2_ atmosphere. Transgenic selection was maintained by adding of G418 (200 µg/mL) for CHO-K6, CHO-K13 and CHO-EGFR, and hygromycin (200 µg/mL) for CHO-HER3 to the culture medium. The cells were starved overnight at DMEM containing 1% FBS before the treatments. 

### 4.2. Chemicals and Antibodies

HER2 kinase inhibitor CP-724714 was purchased from Selleckchem (Houston, TX, USA). Pertuzumab (Perjeta^®^) and trastuzumab (Hercepton^®^) were purchased from Hoffmann-La Roche (Basel, Switzerland). Mouse monoclonal anti-human HER2 (9G6) (sc-08), anti-human HER2 (A-2) (sc-393712), anti-human EGFR (A-10) (sc-373746), anti-human HER3 (RTJ.2) (sc-415), and rabbit polyclonal anti-human pY1248 HER2 (sc-12352-R) antibodies were purchased from Santa Cruz Biotechnology Inc. (Dallas, TX, USA). Rabbit polyclonal anti-human pY1005, pY1112, pY1127, pY1139, and pY1196 HER2 were purchased from FroggaBio (Toronto, ON, Canada) and mouse monoclonal anti-human pY1221/1222 HER2 (6B12) (2243) were from Cell Signaling Technology (Danvers, MA, USA). Anti-rabbit and anti-mouse RDye^®^ 800CW and RDye^®^ 650 secondary antibodies were purchased from LI-COR biotechnology Inc. (Lincoln, NE, USA). Isotype control human IgG and all other chemicals were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### 4.3. Western Blotting

Total protein was extracted as described previously [72]. Protein samples were prepared by boiling in half volume of 4X laemmli buffer for 5 min. Twenty micrograms of total protein was run in 8% polyacrylamide gel by vertical electrophoresis at 100 V electric potential for 100 min, and then transferred on nitrocellulose membrane at 15 V electric potential for 90 min using a semi-dry protein transfer system (Bio-Rad Laboratories, Berkeley, CA, USA). The membranes were blocked by incubation in Odyssey^®^ Blocking Buffer (TBS) (LI-COR biotechnology Inc., Lincoln, NE, USA) for 60 min and then were incubated overnight in 0.2 µg/mL primary antibody solution. After washing with Tris-buffered saline (TBS) containing 0.05% tween-20, the membranes were incubated in 25 ng/mL RDye^®^ primary antibody solution for 60 min and then after washing were visualized by using Odyssey^®^ CLx imaging system (LI-COR biotechnology Inc., Lincoln, NE, USA). Query protein bands intensity were quantified and normalized to intensity of relevant loading control protein bands. 

### 4.4. Immunofluorescence Assay

The indirect double-immunofluorescence staining was done as described previously [73]. A number of 10^5^ cells were seeded on 15 mm round cover glass in 24 well-plates and were cultured in standard culture condition for 48 h and then were starved overnight in 1% FBS culture medium. After treatment, the coverslips were washed with ice-cold PBS and the cells were fixed by incubation in −20 °C methanol for 5 min. Then, the coverslips were washed with TBS and were blocked in 1% bovine serum albumin (BSA) solution in TBS for 60 min. After blocking, the coverslips (except those treated with isotype human IgG, pertuzumab and trastuzumab) were incubated in 2 µg/mL of primary antibody for 60 min. The coverslips were washed and then were incubated in 1 µg/mL FITC-conjugated (for anti-HER2 or anti-EGFR or anti-HER3 antibodies) and/or 1 µg/mL rhodamine-conjugated (for pertuzumab) secondary antibodies solutions for 60 min in dark. Afterwards, the coverslips were washed with TBS and then were incubated in 1 µg/mL DAPI solution for 5 min. The coverslips were mounted on microscope slides and were observed under a fluorescence microscope. 

### 4.5. Receptor Dimerization Assay

HER2 receptor dimerization assay was done by using cross-linking reagent as described previously [74]. The cells were cultured in standard culture condition for 48 h and then were starved overnight in 1% FBS culture medium. After treatment, the cells were collected and suspended in 0.5 mL of 1 mM bissulfosuccinimidyl suberate (BS^3^) solution in PBS and were incubated on ice for 60 min for cross-linking reaction. To terminate the reaction 5 µL of 10 mM Tris solution (pH 7.5; approximate final concentration of 0.1 mM) was added and the mixture was incubated on ice for 15 min. After centrifugation at 200× *g* for 3 min, the cross-linking solution was removed, and the cells were lysed by adding 1% NP-40 solution and incubating on ice for 60 min. The lysate was run on 5% polyacrylamide gel and HER2 monomer and homodimer were analyzed by western blotting. 

### 4.6. cDNA Microarray Assay

The cells were plated in 60 mm dishes and starved in RPMA-1640 culture medium containing 1% FBS. After 24 h, the old medium was discarded, and fresh medium supplemented with 10% FBS and containing 10 µg/mL of trastuzumab or pertuzumab or their combination added to the cells and let to culture for 24 h. After the treatment period, the total RNA was isolated using TRIzol reagent (Invitrogen, Waltham, MA, USA) according to standard protocol. Samples for microarray hybridization were prepared according to the Affymetrix Manual Target Preparation for GeneChip^®^ Whole Transcript (WT) Expression Arrays (Affymetrix Inc., Santa Clara, CA, USA). Amount 100 ng of total RNA were used to make double-stranded cDNA following cRNA synthesis. After purification, 15 µg cRNA was subjected to reverse transcription into sense-strand (ss) cDNA when unnatural dUTP residues were incorporated. ss cDNA were purified and 5.5 µg of each ss cDNA was fragmented using uracil DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease 1 (APE 1) at the unnatural dUTP which breaks the DNA strand. Fragmented ss cDNA were terminal labeled with biotin and 3 µg from each sample was hybridized to Affymetrix GeneChip^®^ CHO Gene 2.0 ST array (format 100) for 16 h at 45 °C with rotation at 60 rpm in an Affymetrix GeneChip^®^ Hybridization Oven 645. After hybridization, the arrays were washed and stained in an Affymetrix GeneChip^®^ Fluidics Station FS450. The fluorescent signals were measured with an Affymetrix GeneChip^®^ Scanner 3000 7G. Row data was analyzed by Affymetrix Transcriptome Analysis Console (TAC) 3.0 software (Affymetrix Inc., Santa Clara, CA, USA) using GeneChip^®^ CHO Gene 2.1 ST Array annotation library (Gene Expression Omnibus (GEO) platform number GPL24076). Normalized microarray cDNA expression values are available from GEO database by accession number GSE110189.

### 4.7. MTT Proliferation Assay

A number of 10^4^ cells were seeded as per 96-well plates and cultured in 100 µL DMEM medium containing 10% FBS. After 24 h culture, medium was replaced with fresh DMEM containing 1% FBS and were left to starve overnight. The starvation medium then replaced with medium supplemented with 10% FBS and containing treatment agent, and the cells were incubated for 72 h. At the end of the treatment time, 10 μL of 12 mM MTT solution (Sigma Aldrich, St. Louis, MO, USA) was added to the wells and then the plates were incubated at 37 °C for 4 h until the blue formazan crystals form. Afterwards, the solution was removed and replaced with 50 μL dimethyl sulfoxide (DMSO). The plates then were incubated at 37 °C for 10 min until the crystals dissolve and blue color develops. The color intensity of was measured at 540 nm wave-length using a microplate reader. The absorbance values were normalized to those of blank wells.

### 4.8. Statistical Analysis

Blot band intensity was qualified by ImageJ software [75]. Hierarchical heatmaps were created by Heatmapper [76]. Data were statistically analyzed by one-way analysis of variance (ANOVA) using Prism V.6 software (GraphPad Software, La Jolla, CA, USA). Data was presented as mean and standard deviation. *p* < 0.05 was considered as statistically significant.

## 5. Conclusions

In conclusion, we show here that pertuzumab does not inhibit HER2 homodimerization and phosphorylation. Instead, pertuzumab induces phosphorylation of HER2 at Y1127, Y1139, and Y1196 phospho-sites independent of HER2 homodimerization. Moreover, pertuzumab did not block HER2 homodimer-induced cell proliferation. These data suggest that the clinical effects of pertuzumab may mostly through the inhibition of HER2 heterodimers, rather than HER2 homodimers. Our data suggest that pertuzumab may suppress HER2 function activated through non-canonical pathway(s) rather than its canonical downstream pathways (PI3K/AKT and MAPK). One of the candidate oncogenic mechanism of HER2 independently of PI3K/AKT and MAPK is proteolytic cleavage of HER2 and production of p95HER2 fragments which is reported correlated with more aggressiveness and poor prognosis of breast cancer. Indeed, we observed the lower bands of HER2 in our Western blots (Figure 1A), which may represent the cleavage of HER2. p95HER2 fragments are C-terminal HER2 proteins with approximately 95 KDa in molecular weight are able to translocate to the nucleus and act as transcription co-factor [77]. Investigating the function of p95HER2 and the role of pertuzumab and trastuzumab in HER2 cleavage and production of p95HER2 is required to better understand biology of HER2-positive breast cancer and the exact mechanism of action of the anti-HER2 monoclonal antibodies. We also introduce CHO-K6 cell line as a suitable in vitro model for studying function of HER2 independently of HER family receptor canonical downstream pathways PI3K/AKT and MAPK. 

## Figures and Tables

**Figure 1:**
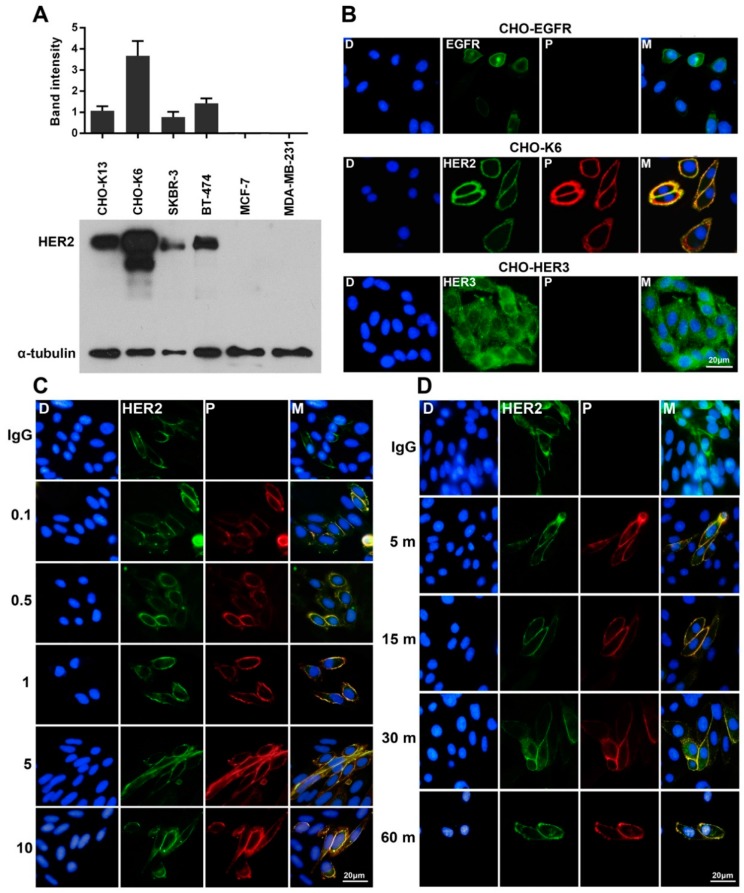
Specific binding of pertuzumab to HER2. (**A**) The expression levels of HER2 in CHO cell lines stably overexpressing HER2 (CHO-K13 and CHO-K6), two HER2-positive (SKBR-3 and BT-474) and two HER2-negative (MCF-7 and MDA-MB-231) breast cancer cell lines. (**B**) Double-immunofluorescence staining of EGFR, HER2, and HER3 (green) and pertuzumab (P; red) in CHO-EGFR, CHO-K6, and CHO-HER3 cell lines. Pertuzumab binds specifically to HER2 but not to EGFR and HER3. (**C**,**D**) Double-immunofluorescence staining of HER2 (green) and pertuzumab (red) in the cells (**C**) treated with 0.1, 0.5, 1, 5, and 10 μg/mL pertuzumab for 60 min (dose-course treatment) and (**D**) treated with 10 μg/mL pertuzumab for 5, 15, 30, and 60 min (time-course treatment). Treatment with 10 μg/mL of human IgG for 60 min was used as a mock control.

**Figure 2:**
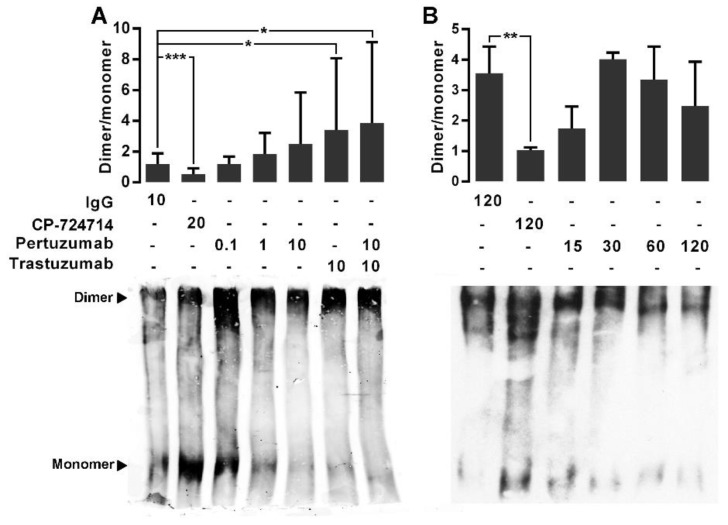
The effect of pertuzumab on HER2 homodimerization. (**A**) Immunoblot expression of monomer (185 kDa) and dimer (360–380 kDa) HER2 and quantified dimer/monomer ratios in CHO-K6 cells treated with 0.1, 1 and 10 μg/mL pertuzumab, 10 μg/mL trastuzumab or their combination for 60 min (dose-course treatment). (**B**) Time-course treatment of CHO-K6 with 10 μg/mL pertuzumab for 15, 30, 60 and 120 min. Ten μg/mL human IgG and 20 μM CP-724714 were used as mock and HER2 inhibitor controls. CP-724714 reduced dimer HER2. Trastuzumab increased dimer HER2 and pertuzumab had no significant effect on HER2 homodimerization. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
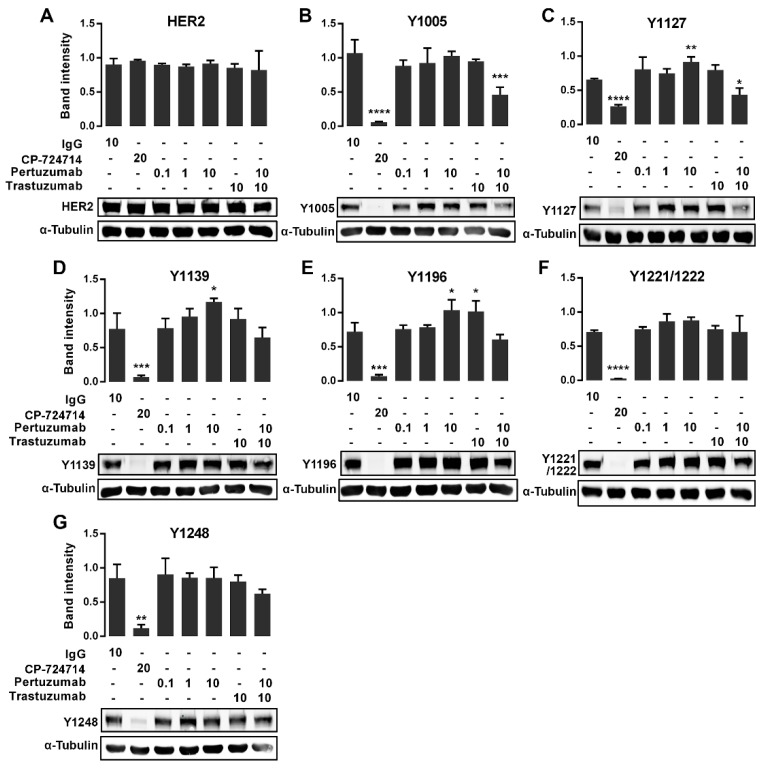
Immunoblot expression of pHER2 in pertuzumab treated CHO-K6 cells. CHO-K6 cells were treated with 0.1, 1 and 10 μg/mL pertuzumab, 10 μg/mL trastuzumab and their combination for 60 min. Ten μg/mL human IgG and 20 μM CP-724714 were used as mock and positive controls respectively. The expression of (**A**) total HER2, (**B**) pY1005, (**C**) pY1127, (**D**) pY1139, (**E**) pY1196, (**F**) pY1221/1222 and (**G**) pY1248 HER2 was monitored by immunoblotting. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 4:**
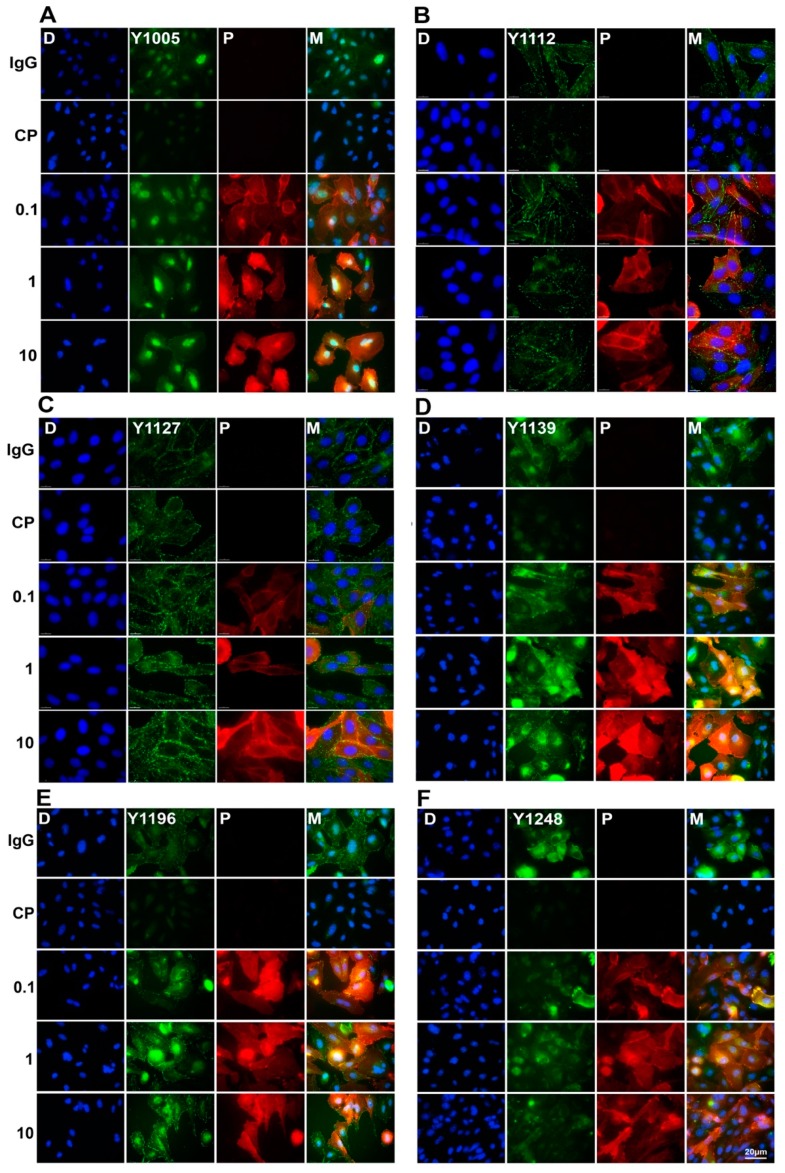
Double-immunofluorescence staining of pHER2 and pertuzumab in pertuzumab treated CHO-K6 cells. CHO-K6 cells were treated with 0.1, 1 and 10 μg/mL pertuzumab for 60 min then pHER2 at (**A**) pY1005 (**B**) pY1112, (**C**) pY1127, (**D**) pY1139, (**E**) pY1196, and (**F**) pY1248 HER2 (all green) and pertuzumab (red) were stained. Ten μg/mL human IgG and 20 μM CP-724714 (CP) were used as mock and HER2 positive controls, respectively.

**Figure 5:**
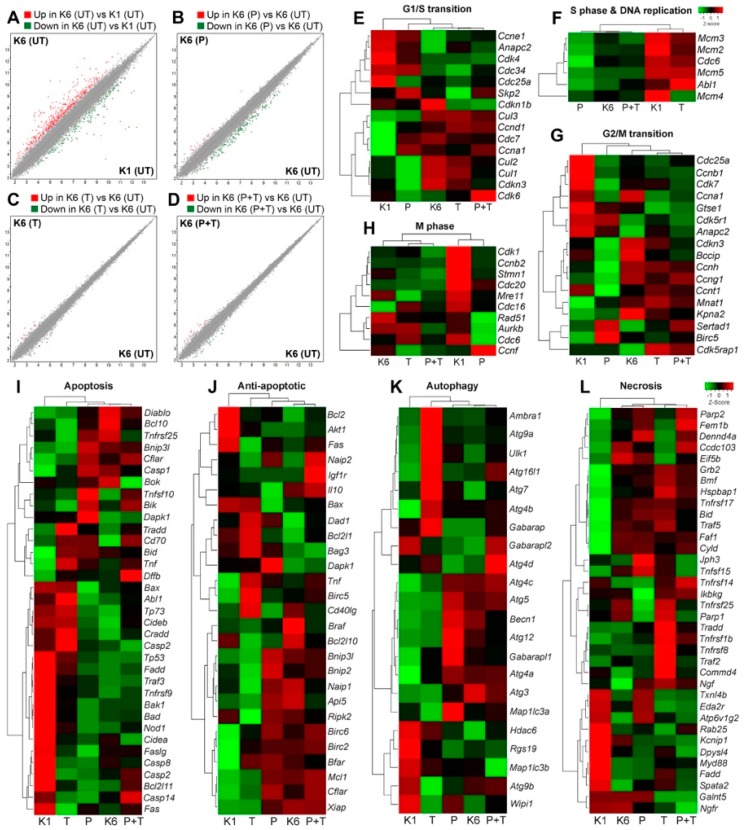
The effects of pertuzumab on gene expression profile of HER2 overexpressing cells. The whole transcript levels were evaluated by microarray for untreated CHO-K1, untreated CHO-K6 and CHO-K6 treated with 10 μg/mL pertuzumab (P), 10 μg/mL trastuzumab (T), and their combination (P+T) for 24 h. (**A**–**D**) Scatter plot showing the whole gene expression profile of (**A**) untreated CHO-K6 (K6) vs. untreated CHO-K1 (K1) cell lines, (**B**) pertuzumab treated vs. untreated CHO-K6 cells, (**C**) trastuzumab treated vs. untreated CHO-K6 cells and (**D**) CHO-K6 cells treated with the combination of the monoclonal antibodies vs. untreated cells. The values with a minimum of two-fold change are illustrated in red (upregulated) and green (downregulated) dots. (**E**–**L**) Hierarchal heatmap illustrating z-score expression of selected marker genes for (**E**) G1/S transition, (**F**) S phase and DNA replication, (**G**) G2/M transition, (**H**) M phase of cell cycle, (**I**) apoptosis, (**J**) anti-apoptosis, (**K**) autophagy, and (**L**) necrosis.

**Figure 6:**
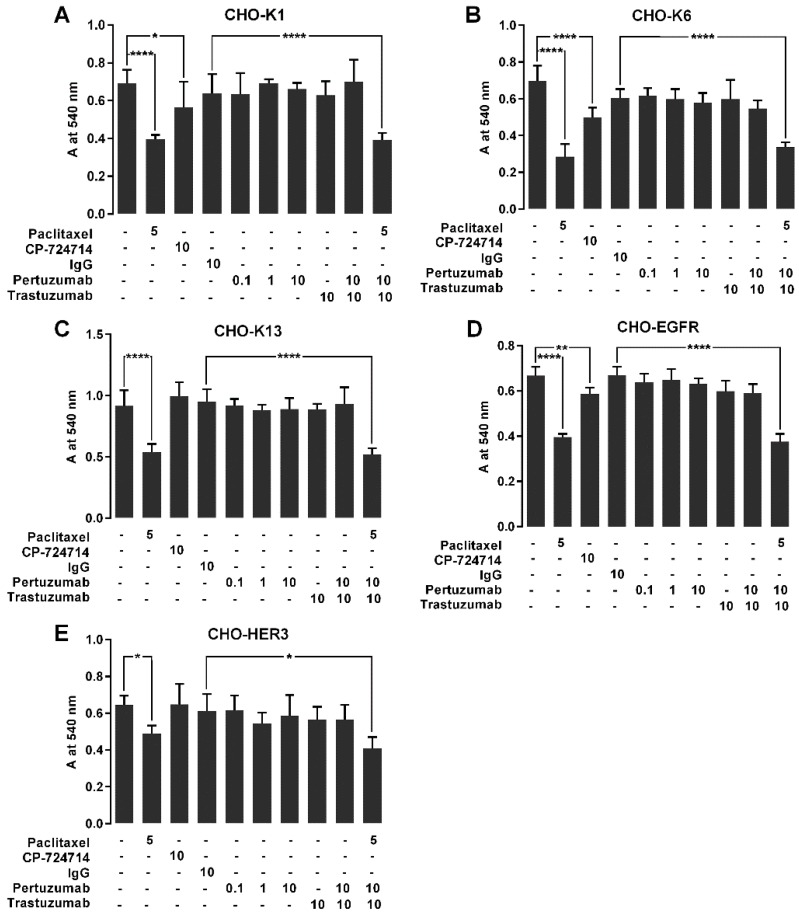
The effect of pertuzumab on the proliferation of cells overexpressing EGFR, HER2 and HER3. (**A**) CHO-K1, (**B**) CHO-K6, (**C**) CHO-K13, (**D**) CHO-EGFR and (**E**) CHO-HER3 cell lines were treated with 0.1, 1 and 10 μg/mL pertuzumab, 10 μg/mL trastuzumab and their combination for 72 h, and then the living cell mass was evaluated by MTT assay. Five µM paclitaxel, 10 μg/mL human IgG and 20 μM CP-724714 were used as respectively antiproliferative, mock and HER2 inhibitor controls. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

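RNA was measured on 6 Affymetrix CHO Gene ST arrays, 1 for each of 6 conditions: CHO-K1 untreated or treated with trastuzumab + pertuzumab, and CHO-K6 untreated or treated with trastuzumab, with pertuzumab or with trastuzumab + pertuzumab. The antibodies were given at 10 µg/mL for 24 h. The arrays are named by their deposited labels throughout. The authors made log2 signals per transcript before depositing them, using the Affymetrix Transcriptome Analysis Console according to the paper, whose text names no normalization method. The sample records also name the Affymetrix Expression Console. The main table holds 29700 transcripts, and the series matrix table holds 30934, with 1234 more transcripts and values that differ by at most 0.005 on the shared ones. The deposited log2 signals were used as they are, with no further scaling, and no raw intensities were reprocessed. The median log2 signal was 5.89 to 5.91 per array. Per array, 48.8% to 49.0% of transcripts had a log2 signal of 6 or more.

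Gene symbols were joined to transcripts through the table's own annotation, which gives 1 symbol to 16481 transcripts, several to 793 and none to 12426, and 16394 transcripts were matched to a RefSeq gene by identifier. Where a gene has several transcripts, the one with the highest mean log2 signal over the 6 arrays was used. A list of 14 renamed symbols was written after the data were first opened.

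There are no replicates, so no p-value, SD between replicates or false discovery rate was computed. The intervals given for medians over changed transcripts come from 10000 bootstrap draws of the transcripts. They hold no variation between arrays. The 5 comparisons are untreated CHO-K6 against untreated CHO-K1, each of 3 antibody-treated CHO-K6 arrays against untreated CHO-K6, and the treated against the untreated CHO-K1 array. A transcript counts as changed at a difference of 2-fold or more, and the 12 largest rises and falls per comparison were named among transcripts with 1 symbol and a log2 signal of 6 or more. Each of 33 gene lists written before the data were examined was summarized by its median log2 difference and set beside 10000 random lists drawn from the same 20 signal bins. A list was called outside the central 95% of these, which chance alone gives for about 5% of lists of randomly drawn genes. Lists of genes that vary together can be called more often. Of 33 lists 32 had measured members, and the 23 replication-dependent histone genes were not analysed here. The medians of 1 list are not reported here. The position of an array between CHO-K6 and CHO-K1 is the slope, over genes with a mean log2 signal of 6 or more or over the genes of a list, of its difference from untreated CHO-K6 on the difference of untreated CHO-K1 from untreated CHO-K6. The slope was set beside random lists and beside simulated arrays with no antibody effect. The 7 lists for positions were chosen after the results were seen. The CHO-K1 reference of a single gene is the 95th percentile of the absolute difference between the CHO-K1 arrays over transcripts of similar signal, in 10 groups. These arrays are not replicates, since 1 of them was treated.

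Gene names of Fig. 5E–L were read from the picture, so these genes were given values, distances and clusters but no percentile. The 5 arrays of the figure were clustered on z-scores per gene with Euclidean distance and average linkage. The paper's text names no distance or linkage.

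Alternatives set before the data were examined were quantile normalization, a log2 signal of 6 or more in either array, a 1.5-fold threshold, the series matrix table, transcripts with 1 gene symbol only, the mean of the other antibody-treated CHO-K6 arrays as the reference, the trastuzumab + pertuzumab arrays of both lines, the mean of all transcripts of a gene, the mean in place of the median of a list, the treated CHO-K1 array as the 1 point of the position, and other distances, linkage, scaling and a 6th array in the clustering. The alternative with the change between the CHO-K1 arrays removed by regression was added after the data were seen.

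The scripts' calculations were tested on simulated arrays with the noise of the CHO-K1 pair. Of 50 transcripts shifted by 1.5 on the log2 scale 49 passed the threshold, and of 29500 unchanged ones 2 did. The simulated noise was Gaussian, independent between genes, with an SD set per signal group. Between the measured CHO-K1 arrays 74 transcripts passed the threshold, so these rates check the calculations and are not error rates of the measured arrays. Of 40 unchanged lists of 30 genes 1 was called, and of 40 lists shifted by 0.3 all were. A position of 0 was recovered as 0.098 with the untreated array in both differences and as 0.0005 with another reference, and a position of 0.5 as 0.499 and 0.402. Simulated arrays for correlations that share a reference give every array equal noise, which the measured arrays need not have. The work used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Matplotlib 3.10.9 and Pillow 12.0.0.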

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

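The rule that selected the values here and the tests of the pattern below were chosen after the results were seen. A value is listed where the paper reports no result of these arrays for the comparison or for the list as a group, though its text speaks of HER receptors and MAPK signalling in these lines. A list had to lie outside the central 95% of random lists and, in CHO-K6, to have a larger median than between the CHO-K1 arrays.

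The first pattern is that the pertuzumab difference in CHO-K6 runs with the difference between the CHO-K1 arrays, which the paper does not discuss, with 74 transcripts changed between the latter and an r of 0.633 across transcripts with a mean log2 signal of 6 or more (0.323 across all). An antibody effect that needs no human HER2 would place the combination array, which also holds pertuzumab, at a similar slope on the CHO-K1 difference, and its slope was 0.124 beside 0.831 for pertuzumab and −0.039 for trastuzumab (0.0435, 0.370 and −0.0282 across all transcripts). An effect of pertuzumab through human HER2 had no test of its own, since the r of 0.633 is the pattern itself. A bias through gene length would lower the correlation once the trend on gene span is removed, and it went from 0.655 to 0.627. Handling, culture or hybridization common to these arrays was not tested, since no record of it was used, and what the arrays share stays open.

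Between untreated CHO-K6 and untreated CHO-K1, these lists had medians of 0.23 (receptor family and ligands), −0.23 (ERK response), −0.295 (glycolysis and hypoxia) and −0.465 (TGF-beta response). With pertuzumab, the medians were −0.24 for RNA splicing, 0.19 for ERK response, 0.195 for interferon response and 0.205 for TGF-beta response. With trastuzumab, they were 0.08 for the ATF4 amino acid response and −0.045 for cytosolic ribosomal proteins. With trastuzumab + pertuzumab in CHO-K6, they were 0.125 for ERK response and 0.12 for TGF-beta response. Between the CHO-K1 arrays, glycolysis and hypoxia had a median of 0.09 (with Slc16a3 at 0.31) and RNA splicing of −0.07 (with Hnrnph1 at −0.31).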

How the results depend on the processing

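The alternatives were set before the data were examined, and 1 more was added after seeing the data. All 15 counts kept within 1.5 times under quantile normalization, and the added alternative, with the change between the CHO-K1 arrays removed, gave 147 transcripts with pertuzumab. The mean of all transcripts of a gene moved none of 160 medians and 24 positions by as much as 1 SD of random lists (of simulated arrays for all expressed genes), and quantile normalization moved 1 median by more. With 1 array per condition the spread of replicates is not known, and signals below a log2 of 6 hold every transcript that changed with trastuzumab or with the combination in CHO-K6. The cause was not tested for any of the values that follow, unless the alternative counts fewer or more transcripts by construction.

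At a 1.5-fold threshold, CHO-K6 against CHO-K1 had 1595 higher and 1269 lower (2864), pertuzumab 419 and 874 (1293), trastuzumab 171 and 219 (390), the combination 195 and 266 (461) and the CHO-K1 arrays 428 and 467 (895). With transcripts of 1 gene symbol these were 202 and 104 (306), 5 and 26 (31), 1 and 4 (5), 2 and 6 (8), and 10 and 5 (15). With a log2 signal of 6 or more, pertuzumab had 1 higher and 111 in all, trastuzumab 0 higher, 0 lower and 0 in all, the combination 0, 0 and 0, and the CHO-K1 arrays 7 and 13 (20). In the series matrix table, pertuzumab had 101 and 282 (383), trastuzumab 89 and 77 (166), the combination 88 and 102 (190) and the CHO-K1 arrays 131 and 126 (257). With the mean of the other antibody-treated CHO-K6 arrays as the reference, pertuzumab had 8 higher, trastuzumab 26 higher and 3 lower, and the combination 5 and 8 (13).

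With that reference, medians of lists called in the main comparison changed sign for pertuzumab in G2/M and mitosis (0.0275), for trastuzumab in G2/M and mitosis (0.03), ERK response (−0.09), ATF4 response (−0.0375) and RNA splicing (0.045), and for the combination in TGF-beta response (−0.0375) and RNA splicing (0.05). Other medians moved, some of them also across 0, for pertuzumab to 0.0925 (ERK response), 0.09 (interferon response), 0.125 (TGF-beta response) and −0.125 (RNA splicing), and for trastuzumab to −0.0475 (G1/S), −0.065 (pro-apoptotic) and −0.03 (necroptosis). For the combination they moved to −0.0425 (G2/M and mitosis), 0.01 (ERK response), −0.0325 (pro-apoptotic), −0.0225 (anti-apoptotic), −0.0475 (autophagy) and −0.075 (necroptosis). Positions over expressed genes moved to 0.195 for pertuzumab, −0.1354 for trastuzumab and −0.0597 for the combination. By construction each is the array's own position minus the mean position of the other arrays in the reference, so values below 0 follow from the higher position of pertuzumab. For trastuzumab and the combination they were −0.2027 and −0.0431 in G1/S, −0.3059 and −0.0567 in DNA replication, −0.3469 and −0.0934 in G2/M and mitosis, −0.2313 and −0.1145 in pro-apoptotic, −0.1478 and −0.0524 in anti-apoptotic, −0.1069 and −0.0462 in autophagy, and −0.1044 and −0.1158 in necroptosis genes. With the treated CHO-K1 array as the 1 point, positions over expressed genes were 0.3266 for pertuzumab and 0.0311 for trastuzumab.

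The mean in place of the median was 0.0088 for G1/S, 0.0272 for necroptosis, 0.0536 for ATF4 response and −0.0177 for heat shock with trastuzumab, −0.0433 for DNA replication and 0.0128 for anti-apoptotic genes with the combination, 0.6044 for receptor family and ligands in CHO-K6 against CHO-K1, and −0.183 for RNA splicing with pertuzumab. Quantile normalization moved DNA replication with trastuzumab to −0.07. With a log2 signal of 6 or more, receptor family and ligands in CHO-K6 against CHO-K1 had 0.51 and TGF-beta response with the combination 0.04. Between the trastuzumab + pertuzumab arrays of both lines, medians were −0.18 (DNA replication), −0.13 (G2/M and mitosis), 0.37 (receptor family and ligands), −0.145 (ERK response), −0.415 (glycolysis and hypoxia) and −0.305 (TGF-beta response). In the clustering, the number of CHO-K6 arrays with CHO-K1 became 0 for Fig. 5E when centred or with the 6th array, 2 for Fig. 5F with Pearson's correlation (untreated and trastuzumab), 1 for Fig. 5G (pertuzumab), 1 for Fig. 5H (trastuzumab) and 1 for Fig. 5K (pertuzumab) with that distance, 3 for Fig. 5G with complete linkage or the 6th array (untreated, trastuzumab and the combination), and 0 for Fig. 5I when centred.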

Differences from the paper's values

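The comparisons with the colours and trees of the paper's Fig. 5 were made after the results were seen. The paper gives 11% as the share of transcripts changed 2-fold or more with trastuzumab + pertuzumab in CHO-K6, and the value here is 0.118%. The count itself is 35 in both, which is 0.113% of the 30934 transcripts the paper analysed, so the values are alike after a change of scale by 100, and the paper's shares for the higher and the lower transcripts are 0.03% and 0.08%. Every alternative set beforehand also differs from 11%: 0.125% with quantile normalization, 0.000% with a log2 signal of 6 or more, 1.55% at a 1.5-fold threshold, 0.614% in the series matrix table, 0.027% with transcripts of 1 gene symbol and 0.044% with the other treated arrays as the reference.

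The paper states that trastuzumab stimulated S phase genes and that pertuzumab left them as they were. Here 0 of 6 genes of Fig. 5F were above untreated CHO-K6 with trastuzumab, and 5 of 6 were with pertuzumab. None of the 6 differences exceeded its CHO-K1 reference with trastuzumab, and only that of Mcm5 did with pertuzumab. In the clustering of these genes the paper's figure joins trastuzumab to CHO-K1, while pertuzumab joins it here, and a distance of 1 minus Pearson's correlation joins the untreated and trastuzumab arrays to CHO-K1. For M phase the paper puts pertuzumab near CHO-K1, a similarity it calls not significant, and here it was nearer for 2 of 8 genes of Fig. 5H and joined CHO-K1 under none of the settings. Its statements on pertuzumab go with 9 of 14 genes in Fig. 5E and 8 of 13 in Fig. 5G. Over the z-scores of Fig. 5E, the Euclidean distance to CHO-K1 was 5.14 for pertuzumab and 6.85 for untreated CHO-K6. Over Fig. 5G the pertuzumab array lay further from CHO-K1, at 6.14, than untreated CHO-K6 (5.65), trastuzumab (5.46) or the combination (5.42).

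In the figure the arrays of CHO-K6 stand apart from CHO-K1 in Fig. 5E and Fig. 5I, as they do here only when signals are centred without scaling or, for Fig. 5E, with the 6th array added. They do so in Fig. 5J, where pertuzumab joins CHO-K1 here under every setting. The paper states that trastuzumab acted on apoptosis and anti-apoptosis genes, and here the trastuzumab array was nearer to CHO-K1 for 6 of 28 and 5 of 22 genes and the pertuzumab array for 14 and 15. Its section on cell death states that trastuzumab lowered apoptosis genes, while its discussion states that trastuzumab induces apoptosis. Here 16 of 24 genes of the pro-apoptotic list were above untreated CHO-K6, with a median of 0.055 within the range of random lists. With the mean of the other antibody-treated CHO-K6 arrays, pertuzumab among them, as the reference this median was −0.065, in the direction of the former statement only. For autophagy and necrosis genes it reports results similar to those for apoptosis genes, but concludes that trastuzumab did not inhibit them. Here 1 of 19 and 10 of 33 were nearer to CHO-K1 with trastuzumab, beside 7 and 11 with pertuzumab.

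The paper states that nearly all of its cell cycle genes are oppositely expressed in the lines, and it names no threshold for this. Here 12 of 37 measured genes were above and 25 below CHO-K1 in untreated CHO-K6. The difference exceeded the CHO-K1 reference, a measure of size that the paper does not use, for 11 of them. The paper lists Ccna1 as still higher with pertuzumab than in CHO-K1, and the log2 signals here were 4.64 and 4.94. The colours of the Ccna1 entry in Fig. 5E follow the arrays neither as printed nor with the pertuzumab and trastuzumab columns exchanged. Those of the Ccna1 entry in Fig. 5G follow them. Ccnd1, Cdc7 and Sertad1 were higher with pertuzumab than in CHO-K1, as the paper states. In untreated CHO-K6, Ccnd1 and Cdc7 were also above CHO-K1, but Sertad1 was not (7.35 against 7.46).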

Other observations

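Apart from the gene lists fixed beforehand, the tests in this part were chosen after the results were seen. Exceptions are those on the change between the CHO-K1 arrays and on pertuzumab reversing the effect of human HER2, whose predictions were written before their values. In untreated CHO-K6 against untreated CHO-K1, the matrix genes Postn (−2.65), Thbs1 (−1.23) and Col3a1 (−1.15) fell, while Ecm1 (3.87) rose. The extracellular matrix list had a median of −0.165 over 34 genes, within the range of random lists. The transcription factor gene Snai1 (−1.35), the sulfatase gene Sulf2 (−1.67), Phlda3 (−1.16) and the thioredoxin inhibitor gene Txnip (−1.07) fell, while the PI3K inhibitor gene Pik3ip1 (1.11) and Slc7a11, the cystine transporter gene (2.61), rose. Fzr1, which activates the anaphase-promoting complex after mitosis, differed by −0.72 between the lines and by 0.60 between pertuzumab and untreated CHO-K6.

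Other lists fixed beforehand stayed within the range of random lists. For CHO-K6 against CHO-K1 and for pertuzumab against untreated CHO-K6, the medians were −0.24 and 0.09 for epithelial, −0.155 and 0.095 for granulosa, −0.28 and 0.13 for immune and −0.025 and 0.06 for mesenchymal markers. They were 0.015 and 0.16 for the anaphase-promoting complex, −0.055 and 0.00 for FOXO and PI3K feedback, 0.075 and 0.06 for the unfolded protein response, and 0.07 and −0.04 for cullins and adaptors of E3 ligases. They were 0.06 and 0.16 for cholesterol synthesis, 0.03 and 0.14 for fatty acid synthesis, −0.03 and 0.085 for oxidative phosphorylation, −0.13 and 0.155 for NF-kB and inflammatory cytokines, 0.04 and 0.06 for cell adhesion and migration, and −0.07 and 0.07 for Wnt and Notch response. The extracellular matrix list had 0.105 with pertuzumab.

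The second pattern is that the pertuzumab array lies toward CHO-K1, with a position of 0.264 over expressed genes. The untreated array that both differences share does not account for it, since the position stayed at 0.195 with another reference. With the change between the CHO-K1 arrays removed by regression, the position with that reference fell from 0.247 to 0.107 with the mean of the CHO-K1 arrays as the end of the scale, from 0.264 to 0.0875 with treated CHO-K1 as the end, and from 0.195 to 0.123 with untreated CHO-K1 as the end. The former ends, but not the last, go below 0.5 of the starting value, the bound set beforehand, and the ends were compared afterwards, so this explanation stays open. If pertuzumab reversed the effect of human HER2, the combination array should also lie toward CHO-K1 against the trastuzumab array, and its slope was 0.05 beside 0.22 for pertuzumab. The prediction assumes that pertuzumab acts alike with and without trastuzumab. The paper reports higher phosphorylation at Y1127 with pertuzumab alone and lower with the combination, so this test cannot decide for pertuzumab alone. 

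The third pattern is that colours of Fig. 5F and Fig. 5I–L, read from the picture, do not follow the arrays of the names printed over the columns. Of 107 gene entries compared there, for 97 different genes, 91 follow the arrays only with the pertuzumab and trastuzumab columns exchanged and 0 only as printed. In Fig. 5E 10 entries follow only as printed and 1, Ccnd1, only exchanged. In Fig. 5G these counts are 11 and 0, and Fig. 5H is mixed, with 4 and 3. A choice of other transcripts does not explain it, since among 95 entries of genes with 1 transcript 0 follow only as printed and 89 only exchanged. The paper's statements on S phase and cell death genes rest on these panels, and the exchange would bring those on S phase genes, but not all of those on cell death genes, to the values here. The counts of changed transcripts that the paper gives for each antibody go with the deposited labels, as most entries of Fig. 5E and Fig. 5G do. Since entries differ between panels and also within Fig. 5E and Fig. 5H, some entries stand under exchanged names whichever labels are right. An exchange of whole columns would not by itself give the mixture within Fig. 5H. Whether the deposited labels are right was not settled.

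Log2 differences also ran with the genomic span of the gene, over 10026 genes, with a Spearman correlation of 0.303 for CHO-K6 against CHO-K1, −0.250 for pertuzumab, 0.103 for trastuzumab, −0.086 for the combination and −0.308 between the CHO-K1 arrays.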
